# Tbx3-dependent amplifying stem cell progeny drives interfollicular epidermal expansion during pregnancy and regeneration

**DOI:** 10.1038/s41467-017-00433-7

**Published:** 2017-09-11

**Authors:** Ryo Ichijo, Hiroki Kobayashi, Saori Yoneda, Yui Iizuka, Hirokazu Kubo, Shigeru Matsumura, Satsuki Kitano, Hitoshi Miyachi, Tetsuya Honda, Fumiko Toyoshima

## Abstract

The skin surface area varies flexibly in response to body shape changes. Skin homeostasis is maintained by stem cells residing in the basal layer of the interfollicular epidermis. However, how the interfollicular epidermal stem cells response to physiological body shape changes remains elusive. Here, we identify a highly proliferative interfollicular epidermal basal cell population in the rapidly expanding abdominal skin of pregnant mice. These cells express Tbx3 that is necessary for their propagation to drive skin expansion. The Tbx3^+^ basal cells are generated from Axin2^+^ interfollicular epidermal stem cells through planar-oriented asymmetric or symmetric cell divisions, and express transit-amplifying cell marker CD71. This biased division of Axin2^+^ interfollicular epidermal stem cells is induced by Sfrp1 and Igfbp2 proteins secreted from dermal cells. The Tbx3^+^ basal cells promote wound repair, which is enhanced by Sfrp1 and Igfbp2. This study elucidates the interfollicular epidermal stem cell/progeny organisation during pregnancy and suggests its application in regenerative medicine.

## Abstract (web summary)

The abdominal skin expands rapidly during pregnancy. Here the authors show that a population of highly proliferative stem cell progenies expressing the transcription factor Tbx3 is required for abdominal skin expansion in pregnant mice.

## Introduction

How adult tissue stem cells adapt to physiological changes is a fundamental aspect of stem cell biology. Stem cell self-renewal and differentiation in response to a physiological alteration leads to changes in organ size and tissue homeostasis. Examples include skin, an essential barrier of the body, which alters its surface area flexibly to accommodate body shape changes. However, the processes involved in the epidermal stem cell response to changes in physiological body shape remain unknown.

The epidermis is a stratified epithelium in which basal cells proliferate in the underlying basal layer and eventually move to upper layers to undergo stepwise differentiation^1, 2^. Adult skin maintains epidermal homeostasis by controlling the proliferation and differentiation of stem cells residing in the basal layer of the interfollicular epidermis (IFE)^2^. The classical models that explain IFE homeostasis include the epidermal proliferation unit (EPU) hypothesis that proposes a single slow-cycling stem cell at the centre of each unit divides asymmetrically to give rise to one stem cell and one transit-amplifying (TA) cell progeny that undergoes several rounds of cell division before becoming differentiated cells^3–5^. There is also the stochastic model in which the basal layer consists of a single population of progenitor cells with equivalent potentials for proliferation and differentiation, and their fates are determined stochastically^6–8^. A recent study has proposed a stem cell/committed progenitor hierarchical model, where slow-cycling stem cells generate proliferative committed progenitor cells within the basal layer, which contribute to epidermal homeostasis and regeneration differently^9^. The concept of basal layer heterogeneity is supported by two independent stem cell populations in the skin basal layer^10^^,^^11^.

At the onset of stratification of embryonic skin in developing mice, the cell division axis of basal cells shifts from the planar orientation to the basement membrane for a perpendicular orientation, leading to asymmetric cell division that gives rise to a basal undifferentiated cell and suprabasal differentiation-committed cell^12–14^. Therefore, the cell division axis is tightly regulated in embryonic skin to define the self-renewal or asymmetric division of IFE basal cells. In addition to perpendicular asymmetric cell division, adult IFE basal cells undergo planar-oriented asymmetric cell division through which a single basal cell generates one cycling cell and one non-cycling basal cell^6^. Most recent report has demonstrated that a single-basal cell population sustains homeostasis and that planar-oriented divisions are dominant in the basal layer during adult epidermal homeostasis^15^. However, it is unclear how adult IFE stem cells contribute to epidermal tissue reorganisation during changes in physiological body shape.

Here, we demonstrate that in the rapidly expanding abdominal skin of pregnant mice, IFE stem cells undergo planar-oriented asymmetric and symmetric cell divisions to generate highly proliferating cell progeny with distinct cellular properties. These cells express Tbx3 that is necessary for their propagation to drive skin expansion and accommodate foetal growth. We further show that the proteins secreted from dermal cells govern this biased division of the IFE stem cells.

## Results

### Abdominal IFE basal cells proliferate during pregnancy

The abdominal circumference of female C57BL/6N mice was increased slightly by 12 days post-coitus (dpc) and increased drastically between 12 and 16 dpc (Fig. 1a). To determine whether there is an increase in the proliferation of IFE basal cells during pregnancy, we first quantified IFE basal cells stained for the proliferation marker Ki67. In accordance with the increase in abdominal circumference at 12–16 dpc, a population of Ki67-positive (Ki67^+^) IFE basal cells had increased gradually and significantly in the abdominal epidermis but not in the dorsal epidermis (Fig. 1b, c). Consistently, basal cells in the abdominal epidermis at 16 dpc incorporated 5-ethynyl-2′-deoxyuridine (EdU) at a significantly higher rate than those in the dorsal epidermis at 16 dpc or in virgin mice (Fig. 1d, e). Furthermore, two-photon microscopic analysis of Fucci2 mice, in which S/G2/M and G1 phase cells can be dual colour imaged by detection of mVenus-hGeminin and mCherry-hCdt1, respectively^16^, showed a significant increase in the population of S/G2/M phase cells in the abdominal epidermis at 16 dpc compared with virgin mice (Fig. 1f, g). These results indicate that IFE basal cells in abdominal skin are highly proliferative during pregnancy.

**Fig. 1:**
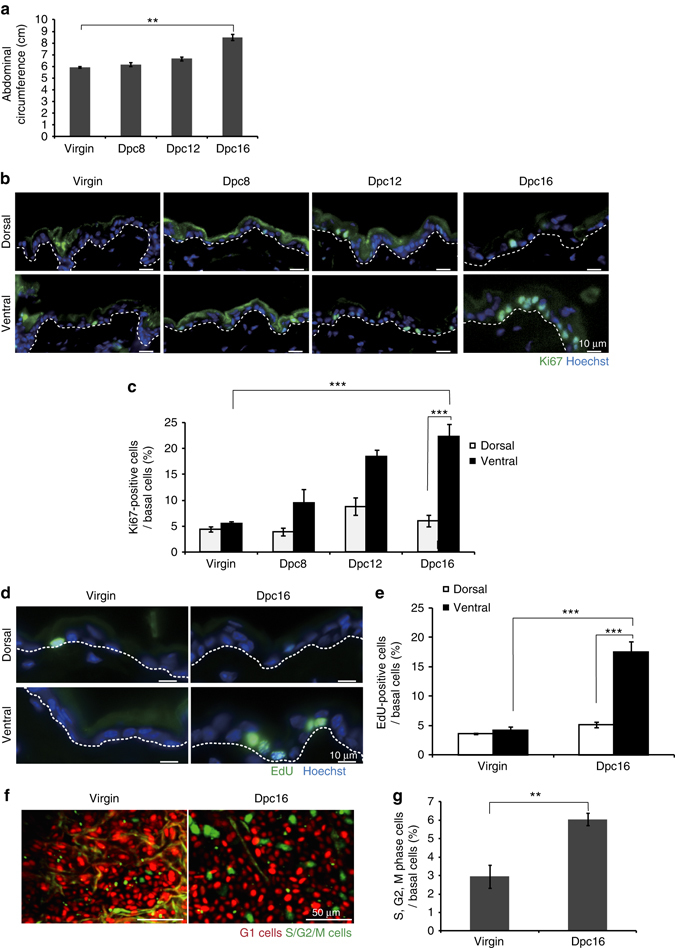
IFE basal cells in the abdominal skin of pregnant mice are highly proliferative. **a** Abdominal circumferences of virgin and pregnant (8–16 dpc) mice. Data represent the mean ± standard error of the mean (*s.e.m*.) (*n *= 3 mice); **P < 0.01, analysed by the two-tailed *t*-test. **b** Immunofluoresence of Ki67 (*green*) and Hoechst (*blue*) on dorsal (*upper*) and ventral (*bottom*) skin from virgin and pregnant (8–16 dpc) mice. **c** Quantification of Ki67^+^ cells in IFE basal layers. **d** Immunofluoresence of EdU (*green*) and Hoechst (*blue*) on dorsal (*upper*) and ventral (*bottom*) skin from virgin and 16 dpc mice. **e** Quantification of EdU^+^ cells in IFE basal layers. **f** Two-photon microscopic images of ventral skin in Fucci2 virgin and 16 dpc mice, where cells in G1 and S/G2/M phases exhibit *red* or *green* fluorescence, respectively. **g** Quantification of cells in S/G2/M phases in ventral skin IFE of Fucci2 mice. Data represent the mean ± s.e.m. of averages of seven sections (*n *= 7) pooled from three mice. More than 700 cells were analysed to calculate the average in each section; **P < 0.01, analysed by the two-tailed *t*-test. **c**, **e** Data represent the mean ± s.e.m. of averages of three independent experiments (*n *= 3). More than 500 cells were analysed to calculate the average in each experiment; **P < 0.01, ***P < 0.001, analysed by Dunnett’s multiple comparison test. **b**, **d** *White-dotted lines* indicate basement membranes. Experiments were repeated three times with three mice for representative images in (**b**, **d**, **f**)

### Tbx3 evokes IFE basal cell proliferation during pregnancy

We performed DNA microarray analysis to identify the genes responsible for the high proliferative potential of IFE basal cells in pregnant mice. By comparing the gene expression profiles of fluorescence-activated cell sorter (FACS)-purified basal epidermal cells (integrin α6^+^) from abdominal skin of 16 dpc mice with those of abdominal skin of virgin mice and dorsal skin of 16 dpc mice (Supplementary Fig. 1A), we identified 18 candidate genes with >2-fold higher expression levels in the abdominal skin of 16 dpc mice (Supplementary Fig. 1B). Further analysis by quantitative polymerase chain reaction (qPCR) of skin tissues revealed six genes out of the 18 candidates with significantly higher expression levels in the abdominal skin of 16 dpc mice than those in dorsal skin of 16 dpc mice or abdominal skin of virgin mice (Tbx3, Thy1, Tgm3, Stfa1, Stfa3 and Keratin2) (Fig. 2a and Supplementary Fig. 1C). Among them, we focused on Tbx3, a transcription factor that is essential for mammalian development and organogenesis^17, 18^. We detected the expression of Tbx3 protein in IFE basal cells (Fig. 2b), and a population of Tbx3^+^ IFE basal cells was increased significantly in the abdominal skin of 16 dpc mice compared with virgin mice (Fig. 2c). To assess the requirement of Tbx3 for the proliferation of IFE basal cells in the abdominal skin of pregnant mice, we performed conditional epidermal deletion of Tbx3 using *Tbx3* ^flox/flox^ mice^18^ carrying a *K14-CreER* transgene that is expressed in epidermal basal layers (*Tbx3* cKO mice)^19^. Topical tamoxifen treatment of the abdominal and dorsal skin of pregnant mice during 8–16 dpc led to the loss of Tbx3 expression in the IFE basal cells at 16 dpc in *Tbx3* cKO mice (Fig. 2d, e, *Tbx3* cKO). The loss of Tbx3 resulted in a significant decrease in Ki67^+^ IFE basal cells at 16 dpc in abdominal skin, whereas it barely altered the Ki67^+^ IFE basal cell population in dorsal skin (Fig. 2f, g), indicating an essential role of Tbx3 in the proliferation of abdominal IFE basal cells during pregnancy. Notably, a flank of pregnant *Tbx3* cKO mice swelled abnormally, which may due to less expansion of abdominal skin (Fig. 2h). Moreover, when the abdominal skin of pregnant mice was cut with a razor, the width of the wound was larger in *Tbx3* cKO mice compared with control mice (Fig. 2i, j). In addition, the abdominal epidermis of *Tbx3* cKO mice at 16 dpc manifested thinner spinous layers (keratin 10^+^ layers) (Fig. 2k) and less basal cell density (Fig. 2l) with intense staining signals using an anti-α18-catenin antibody that recognises α-catenin in a force-dependent manner^20^^,^^21^ (Fig. 2m). These results indicate that tension applied to the abdominal skin is higher in *Tbx3* cKO mice compared with control mice during pregnancy. It is noteworthy that the body weight of embryos from *Tbx3* cKO mothers interbred with genetically unaltered wild-type males was slightly decreased compared with that of embryos from control mothers without changes in their gross appearance (Supplementary Fig. 2). Taken together, these results demonstrate that the proliferation of IFE basal cells requires Tbx3 to evoke rapid expansion of abdominal skin during pregnancy to deal with foetal growth.

**Fig. 2:**
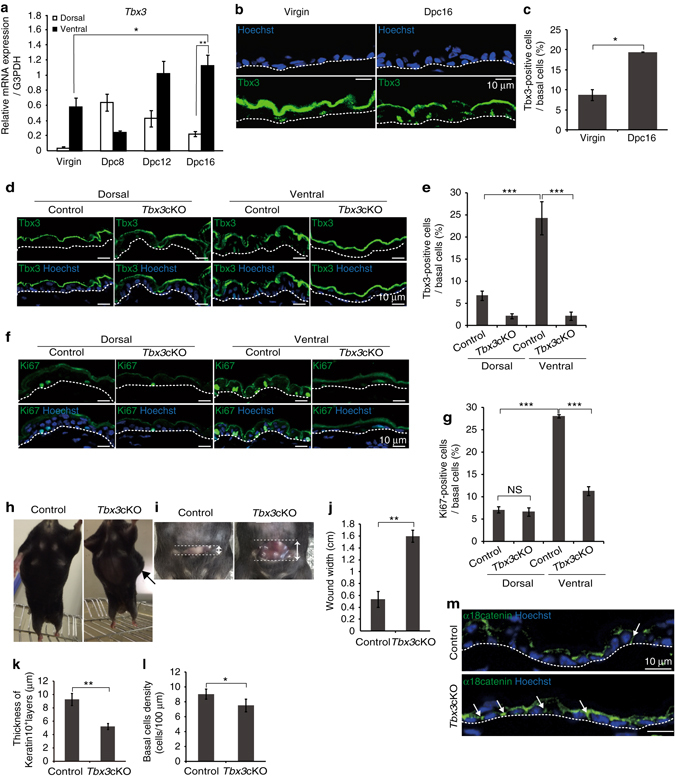
Tbx3 is required for proliferation of IFE basal cells and abdominal skin expansion during pregnancy. **a** qPCR analysis of *Tbx3* gene expression in dorsal and ventral skin from virgin and pregnant (8–16 dpc) mice. Data represent the mean ± s.e.m. (*n *= 3 mice); *P < 0.05, **P < 0.01, analysed by Dunnett’s multiple comparison test. **b** Immunofluoresence of Tbx3 (*green*) and Hoechst (*blue*) on ventral skin from virgin and 16 dpc mice. **c** Quantification of Tbx3^+^ cells in IFE basal layers. **d**, **f** Immunofluoresence of Tbx3 (**d**) or Ki67 (**f**) (*green*) and Hoechst (*blue*) on tamoxifen-treated dorsal and ventral skin of 16 dpc control (*Tbx3* ^flox/flox^ */WT*) and *Tbx3* cKO (*Tbx3* ^flox/flox^ */K14-CreER*) mice interbred with genetically unaltered males. **e**, **g** Quantification of Tbx3^+^ cells (**e**) and Ki67^+^ cells (**g**) in IFE basal layers of dorsal and ventral skin from 16 dpc mice. **h** Representative images of 16 dpc control and *Tbx3* cKO mice. An *arrow* indicates a swollen flank. **i** Representative images of razor-cut abdominal skin of 16 dpc control and *Tbx3* cKO mice. The skin was laterally cut with a razor at 1.5 cm in length. *Arrows* indicate the wound width. **j** Quantification of the wound width. **k** Thickness of keratin 10^+^ layers of ventral skin from 16 dpc control and *Tbx3* cKO mice. **l** IFE basal cell density in ventral skin from 16 dpc control and *Tbx3* cKO mice. **m** Immunofluoresence of α18-catenin (*green*) and Hoechst (*blue*) on ventral skin from 16 dpc control and *Tbx3* cKO mice. **c**, **g** Data represent the mean ± s.e.m. of averages of three independent experiments (*n *= 3). > 500 cells (**c**), > 220 cells (**e**), > 200 cells (**g**) were analysed to calculate the average in each experiment; **P < 0.01, ***P < 0.001, analysed by the two-tailed *t*-test (**c**), Dunnett’s multiple comparison test (**e**) or Tukey’s multiple comparison test (**g**). **j**–**l** Data represent the mean ± s.e.m. (*n *= 3 mice); *P < 0.05, **P < 0.01, analysed by the two-tailed *t*-test. **b**, **m** *White-dotted lines* indicate basement membranes. Experiments were repeated three times with three mice for representative images in (**b**, **d**, **f**, **h**, **i**, **m**)

### The Tbx3^+^ basal cells are Axin2^+^ IFE stem cell progenies

We next examined expression of Tbx3 in a distinct subpopulation in the basal layer. A previous report has shown that the Tbx3 protein level peaks at S phase in cultured cells^22^, suggesting that Tbx3 marks S phase cells in the basal layer. However, in the abdominal epidermis at 16 dpc, only ~32% of Tbx3^+^ basal cells (*n* = 99 from three mice) expressed the S/G2/M cell marker geminin, and 54% of geminin^+^ cells (*n* = 57 from three mice) expressed Tbx3. In addition, Tbx3 protein was detected in the geminin^−^cell population (20%, *n* = 330 from three mice), indicating cell cycle-independent expression of Tbx3. Nonetheless, the Tbx3^+^ IFE basal cells incorporated EdU at a significantly higher rate than Tbx3^−^ IFE basal cells in the abdominal skin at 16 dpc (Fig. 3a, b). These results suggest expression of Tbx3 in a highly proliferative basal cell population that emerges in the abdominal skin during pregnancy.

**Fig. 3:**
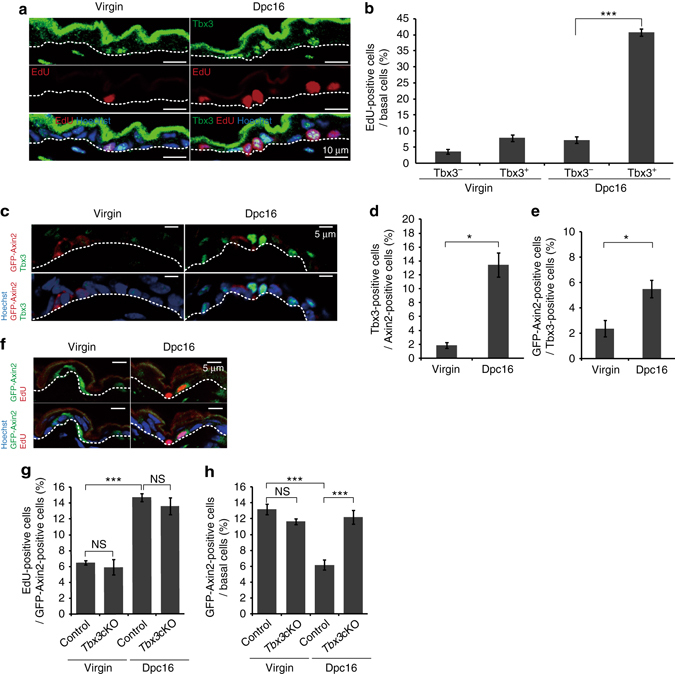
Axin2^+^ IFE stem cells give rise to highly proliferative Tbx3^+^ basal cells during pregnancy. **a** Immunofluoresence of Tbx3 (*green*), EdU (*red*) and Hoechst (*blue*) on ventral skin from virgin and 16 dpc mice. **b** Quantification of EdU^+^ cells in IFE basal layers. **c** Immunofluoresence of Tbx3 (*green*), GFP (*red*) and Hoechst (*blue*) on ventral skin from virgin and 16 dpc *Axin2-d2EGFP* mice. **d**, **e** Quantification of Tbx3^+^ cells in the GFP-Axin2^+^ cell population (**d**) and GFP-Axin2^+^ cells in the Tbx3^+^ cell population (**e**) in IFE basal layers. **f** Immunofluoresence of GFP (*green*), EdU (*red*) and Hoechst (*blue*) on ventral skin from virgin and 16 dpc *Axin2-d2EGFP* mice. **g** Quantification of EdU^+^ cells in the GFP-Axin2^+^ cell population in IFE basal layers on ventral skin of virgin and 16 dpc *Axin2-d2EGFP* mice and *Axin2-d2EGFP/Tbx3* cKO mice. **h** Quantification of GFP-Axin2^+^ cells in IFE basal layers. **b**, **d**, **e**, **g**, **h** Data represent the mean ± s.e.m. of averages of three independent experiments (*n *= 3). > 500 cells (**b**, **h**), > 50 cells (**d**, **e**), > 450 cells (**g**) were analysed to calculate the average in each experiment; *P < 0.05, ***P < 0.001, analysed by the two-tailed *t*-test (**b**, **d**, **e**) or Tukey’s multiple comparison test (**g**, **h**). **a**, **c**, **f** *White-dotted lines* represent basement membranes. Experiments were repeated three times with three mice for representative images

As a second experiment to characterise the Tbx3^+^ IFE basal cells, we used Axin2 reporter mice. A recent study has demonstrated that autocrine Wnt signalling maintains the stemness of IFE basal cells. Thus, the Wnt target gene *Axin2* marks the IFE stem cells that constitute the majority of the basal layer^8^. We used *Axin2-d2EGFP* reporter mice in which expression of a short-lived green fluorescent protein variant (d2EGFP) is driven by the promoter and first intron of the *Axin2* gene^23^. Although we detected d2EGFP signals in only 10% of IFE basal cells in the abdominal skin of *Axin2-d2EGFP* reporter virgin mice, which may be attributed to a short half-life of d2EGFP, we could assess the expression pattern of Axin2-d2EGFP and Tbx3 (Fig. 3c). We found that only ~15% of Axin2-d2EGFP^+^ IFE basal cells expressed Tbx3 and vice versa in the abdominal skin of pregnant mice (Fig. 3d, e, Dpc16), implicating the largely exclusive expression pattern of each other. In addition, loss of *Tbx3*, which resulted in compromised basal cell proliferation (see Fig. 2g), barely altered the EdU incorporation rate of the Axin2-d2EGFP^+^ IFE basal cells in the abdominal skin of pregnant mice (Fig. 3f, g, Dpc16). Moreover, in contrast to the Tbx3^+^ IFE basal cells which increased in number during pregnancy (see Fig. 2c), the fraction of Axin2-d2EGFP^+^ cells in the basal layer of abdominal skin was significantly decreased during pregnancy, which was reversed by the loss of Tbx3 (Fig. 3h, Dpc16). The EdU incorporation rate of the Axin2-d2EGFP^+^ IFE basal cells or the fraction of Axin2-d2EGFP^+^ cells in the basal layer was not altered by the loss of *Tbx3* in virgin mice (Fig. 3g, h, Virgin; Supplementary Fig. 3A). These results suggest that Tbx3 is expressed and propagates a basal cell population that is distinct from the Axin2^+^ cell pool during pregnancy. However, the EdU incorporation rate of the Axin2-d2EGFP^+^ IFE basal cells and the population of basal cells that expressed both Axin2-d2EGFP and Tbx3 were increased in the abdominal skin at 16 dpc (see Fig. 3g, d, e), raising the possibility that Axin2 ^+^ cells transitioned into Tbx3^+^ cells. To test this hypothesis, we label-traced *Axin2*-expressing cells using a mouse line carrying an *Axin2-Cre-ERT2* transgene and *H2B-GFP* reporter gene with an upstream floxed stop cassette in the Rosa26 locus^24^ (*Axin2-Cre-ER/Rosa26-H2B-GFP* mice). *Axin2-Cre-ER/Rosa26-H2B-GFP* female mice were crossed with wild-type male mice and then treated with tamoxifen at 12 dpc. One day after labelling, only ~5% of Axin2-Cre-ER-labelled cells expressed Tbx3 (Supplementary Fig. 3B, Dpc13), confirming the exclusive expression pattern of Axin2 and Tbx3. However, 4 days after labelling, when the average size and size distribution of Axin2-Cre-ER-labelled clones in the basal layer were increased significantly (Supplementary Fig. 3C, D, Dpc16), >60% of Axin2-Cre-ER-labelled basal cells expressed Tbx3 (Supplementary Fig. 3B, Dpc16), indicating that Axin2^+^ basal cells transitioned into Tbx3^+^ basal cells. Intriguingly, 28 days after parturition, Axin2-Cre-ER-labelled basal cells barely expressed Tbx3 (Supplementary Fig. 3B, PD28). In addition, the average size and size distribution of Axin2-Cre-ER-labelled clones were decreased significantly at postnatal day (PD) 28, whereas they were increased in virgin mice during the same period (Supplementary Fig. 3C, D). These data implied that the majority of Axin2-Cre-ER-labelled cell progeny was eliminated from the basal layer after parturition. Taken together, these results demonstrate that the Axin2^+^ IFE basal cells give rise to highly proliferative Tbx3^+^ basal cells during gestation, which are prone to elimination from the basal layer after parturition.

### Axin2^+^ IFE stem cells undergo planar-asymmetric division

To further characterise Tbx3^+^ IFE basal cells, we examined the expression of CD71 (transferrin receptor), a marker of proliferating TA cells^25, 26^. Intriguingly, a fraction of CD71^+^ IFE basal cells was increased in the abdominal IFE at 16 dpc compared with virgin mice (Fig. 4a, b). In addition, >80% of CD71^+^ IFE basal cells (*n* = 184 from three mice) expressed Tbx3, and 73% of Tbx3^+^ IFE basal cells (*n* = 204 from three mice) expressed CD71 (Fig. 4a), whereas only ~7% of Axin2-d2EGFP^+^ IFE basal cells expressed CD71 and vice versa in the abdominal skin at 16 dpc (Supplementary Fig. 3E; *n* > 500 from three mice). Furthermore, loss of Tbx3 led to a significant decrease in the fraction of CD71^+^ cells in the basal layer of abdominal skin at 16 dpc (Fig. 4c, d). These results imply that Tbx3 is expressed in the CD71^+^ cell population and promotes their propagation in the abdominal skin of pregnant mice. Notably, loss of Tbx3 only partially attenuated EdU incorporation into CD71^+^ IFE basal cells (Supplementary Fig. 3F), suggesting that Tbx3 induces transition from Axin2^+^ to CD71^+^ or maintains CD71 expression, but only partially affects the proliferative state of CD71^+^ cells.

**Fig. 4:**
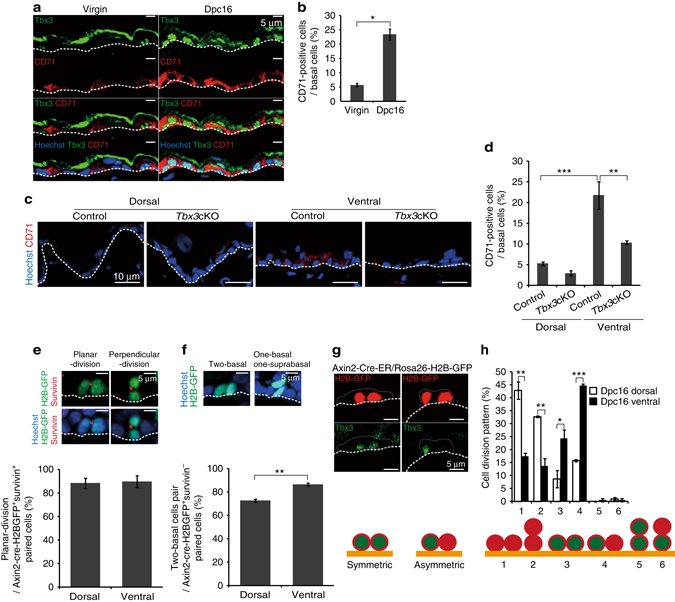
Axin2^+^ IFE stem cells generate Tbx3^+^ basal cells through planar-oriented symmetric/asymmetric cell division. **a** Immunofluoresence of Tbx3 (*green*), CD71 (*red*) and Hoechst (*blue*) on ventral skin from virgin and 16 dpc mice. **b** Quantification of CD71^+^ cells in IFE basal layers. **c** Immunofluoresence of CD71 (*red*) and Hoechst (*blue*) on tamoxifen-treated dorsal and ventral skin from 16 dpc control and *Tbx3* cKO mice interbred with genetically unaltered males. **d** Quantification of CD71^+^ cells in IFE basal layers. **e**, **f** Immunofluoresence of GFP (*green*), survivin (*red*) and Hoechst (*blue*) on ventral skin from 16 dpc *Axin2-Cre-ER/Rosa26-H2B-GFP* mice. Quantification of planar-oriented IFE basal cell division in Axin2-Cre-ER labelled-survivin^+^ cells (**e**) and the two basal cell pairs in Axin2-Cre-ER labelled-survivin^−^ cells (**f**) are shown on the *bottom*. **g** Typical images of planar-oriented symmetric and asymmetric division of Axin2-Cre-ER-labelled IFE basal cells. **h** Quantification of the division pattern of Axin2-Cre-ER-labelled IFE basal cells in dorsal and ventral skin at 16 dpc. **b**, **d**–**f**, **h** Data represent the mean ± s.e.m. of averages of three independent experiments (*n *= 3). > 500 cells (**b**), > 200 cells (**d**), > 40 cells (**e**), > 150 cells (**f**), > 50 cells (**h**) were analysed to calculate the average in each experiment; *P < 0.05, **P < 0.01, ***P < 0.001, analysed by the Dunnett’s multiple comparison test (**d**), two-tailed *t*-test (**b**, **e**, **f**), or Tukey’s multiple comparison test (**h**). **a**, **c**, **e**, **f**, **g** *White-dotted lines* represent basement membranes. Experiments were repeated three times with three mice for representative images

We next determined whether the Axin2^+^ IFE basal cells are predisposed to generate Tbx3^+^ basal cells by altering their cell division patterns. To this end, we labelled Axin2^+^ IFE basal cells by injecting pregnant *Axin2-Cre-ER/Rosa26-H2B-GFP* mice with tamoxifen at 14 dpc and followed their fates after one round of cell division at 16 dpc. During this 48 h labelling period, 1.6 and 5% of the labelled cells had undergone one round of cell division in the dorsal epidermis (*n* = 997 labelled cells from three mice) and abdominal epidermis (*n* = 1271 labelled cells from three mice), respectively, and ~0.5% of the labelled cells were in anaphase/telophase that can be detected by survivin signals at the central spindles (Fig. 4e). First, we quantified the division orientation of Axin2-Cre-ER-labelled IFE basal cells based on the staining pattern of survivin (Fig. 4e, *upper panels*). We found that >85% of the labelled cells had divided parallel to the basement membrane in both dorsal and abdominal skin at 16 dpc (Fig. 4e), indicating that Axin2-Cre-ER-labelled IFE basal cells preferentially divide parallel to the basement membrane. However, in the survivin^−^ paired cell population, which had already exited mitosis and entered interphase of the next cell cycle, the number of two basal cell pairs was significantly decreased in the dorsal epidermis compared with the abdominal epidermis at 16 dpc (Fig. 4f). These results indicate that Axin2-Cre-ER-labelled IFE basal cells divide parallel to the basement membrane followed by upward differentiation of one daughter cell in the dorsal epidermis, whereas both daughter cells remained attached to the basement membrane after cell division in abdominal skin at 16 dpc. Next, we examined the expression patterns of Tbx3 in the divided Axin2-Cre-ER-labelled IFE basal cells. In the dorsal epidermis, the divided Axin2-Cre-ER-labelled IFE basal cells had generated either two basal cells or one basal/one suprabasal cell, and their daughter cells rarely expressed Tbx3 (Fig. 4g, patterns 1 and 2). Conversely, in the abdominal epidermis, the majority of the divided Axin2-Cre-ER-labelled IFE basal cells had generated two basal cells with symmetric or asymmetric expression of Tbx3 (Fig. 4g, h; patterns 3 and 4). In pattern 3, >90% of the paired cells expressed CD71 in both daughter cells (Supplementary Fig. 3G; *n* = 21 from three mice), confirming that pattern 3 represents symmetric division of an Axin2-Cre-ER-labelled IFE basal cell that gives rise to a pair of Tbx3^+^/CD71^+^ cells. As a second approach to investigate the cell division pattern during pregnancy, we labelled epidermal basal cells at clonal density by injecting pregnant *K14-Cre-ERT2* ^27^ */R26-H2B-GFP* mice with a very low dose of tamoxifen (0.2 mg/25 g body weight). In the abdominal epidermis of virgin mice, where only a small fraction of IFE basal cells underwent cell division (see Fig. 1c), the majority of these cells had generated either two basal cells or one basal/one suprabasal cell without expressing Tbx3 (Supplementary Fig. 3H, I; patterns 1 and 2). Conversely, the abdominal epidermis of pregnant mice at 16 dpc displayed a significant increase in the population of IFE basal cells that divided parallel to the basement membrane by symmetric or asymmetric cell division to gives rise to one or two Tbx3^+^ basal cells (Supplementary Fig. 3H, I; patterns 3 and 4). The proportion of parallel symmetric cell division (pattern 3) was higher in K14-Cre-ER-labelled IFE basal cells compared with Axin2-Cre-ER-labelled IFE basal cells (see Fig. 4h), implying planar cell division of Tbx3^+^ (Axin2^−^) IFE basal cells. Next, we examined the cell division orientation of IFE basal cells by staining for survivin. We found that planar-oriented basal cell division was significantly increased in the abdominal epidermis compared with the dorsal epidermis at 16 dpc (Supplementary Fig. 3J). In addition, loss of *Tbx3* attenuated the planar-oriented basal cell division significantly in the abdominal epidermis, but only slightly in the dorsal epidermis at 16 dpc, indicating that the Tbx3^+^ IFE basal cells emerging in abdominal skin of pregnant mice are predisposed to divide parallel to the basement membrane. Taken together, these results demonstrate that the Axin2^+^ IFE basal cells in abdominal skin activate during pregnancy and undergo planar-oriented asymmetric or symmetric cell division to give rise to the Tbx3^+^ basal cells. These Tbx3^+^ basal cells proliferate and divide preferentially parallel to the basement membrane, leading to the epithelial expansion of abdominal skin during pregnancy.

### Dermal proteins govern IFE stem/progeny cell dynamics

Next, we determined the source of the signals that regulate the dynamicity of the Axin2^+^ and Tbx3^+^ IFE basal cells in the abdominal skin of pregnant mice. Increasing evidence has suggested cross-talk between dermal and epidermal cells in normal and malignant skin tissues^28, 29^. Therefore, we hypothesised that secretory proteins derived from dermal cells are the source of the signals for Axin2^+^ and Tbx3^+^ IFE basal cells in the abdominal skin of pregnant mice. In support of this hypothesis, a population of α-smooth muscle actin (α-SMA)^+^/vimentin^+^ cells, which are known to emerge during tissue regeneration^30^, was increased significantly in the dermis of abdominal skin during the course of gestation (Fig. 5a, b). Intradermal injection of either PP2 or LY364947, inhibitors of Src and transforming growth factor-β type I receptor respectively, significantly reduced the population of α-SMA^+^/vimentin^+^ in the dermis as reported previously^31, 32^ (Supplementary Fig. 4A, D), further confirming the increase of a α-SMA^+^/vimentin^+^ cell population in the dermis of abdominal skin during pregnancy. Notably, Ki67^+^ IFE basal cells were decreased significantly in abdominal skin of pregnant mice by intradermal injection of PP2 or LY364947 (Supplementary Fig. 4B, E). Moreover, Tbx3 mRNA expression and the population of Tbx3^+^ IFE basal cells in the abdominal skin were decreased significantly in these mice (Supplementary Fig. 4C, F). These results prompted us to identify the dermal-derived secreted proteins that induce the emergence of Tbx3^+^ IFE basal cells in the abdominal skin of pregnant mice.

**Fig. 5:**
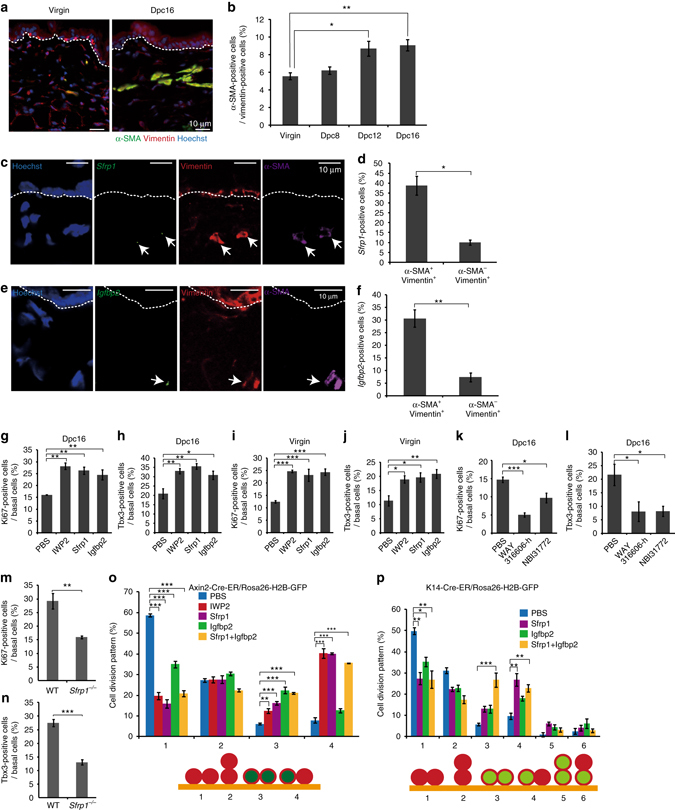
Dermal-derived Sfrp1 and Igfbp2 proteins induce the emergence of IFE Tbx3^+^ basal cells. **a** Immunofluoresence of α-SMA (*green*), vimentin (*red*) and Hoechst (*blue*) on ventral skin from virgin and 16 dpc mice. **b** Quantification of α-SMA^+^ cells in the vimentin^+^ cell population in the dermis. **c**, **e** FISH analysis of *Sfrp1* and *Igfbp2* mRNAs with anti-sense probes (*green*) in combination with immunofluoresence of α-SMA (*magenta*), vimentin (*red*) and Hoechst (*blue*) on ventral skin from 16 dpc mice. **d**, **f** Quantification of *Sfrp1* ^+^ (**d**) or *Igfbp2* ^+^ (**f**) cells in the α-SMA^+^/vimentin^+^ or α-SMA^−^/vimentin^+^ cell populations in the dermis. **g**–**j** Quantification of Ki67^+^ (**g**, **i**) and Tbx3^+^ (**h**, **j**) cells in IFE basal layers of ventral skin from 16 dpc mice (**g**, **h**) and virgin mice (**i**, **j**) injected with PBS, IWP2, Sfrp1 or Igfbp2. **k**, **l** Quantification of Ki67^+^ and Tbx3^+^ cells in IFE basal layers of ventral skin from 16 dpc mice injected with PBS, WAY316606-h or NBI31772. **m**, **n** Quantification of Ki67^+^ (**m**) and Tbx3^+^ (**n**) cells in basal layers of ventral skin from 16 dpc wild-type mice and 16 dpc *Sfrp1* ^−/−^ mice interbred with wild-type males. **o**, **p** Quantification of the division pattern of Axin2-Cre-ER-labelled IFE basal cells (**o**) and K14-Cre-ER-labelled IFE basal cells (**p**) in ventral skin from virgin mice injected with PBS, IWP2, Sfrp1, Igfbp2 or Sfrp1 + Igfbp2. **b**, **d**, **f**–**p** Data represent the mean ± s.e.m. of averages of three independent experiments (*n *= 3). > 100 cells (**b**), > 140 cells (**d**), > 150 cells (**f**), > 500 cells (**g**–**n**), > 50 cells (**o**, **p**) were analysed to calculate the average in each experiment; *P < 0.05, **P < 0.01, ***P < 0.001, analysed by Dunnett’s multiple comparison test (**b**, **g**–**l**), the two-tailed *t*-test (**d**, **f**, **m**, **n**) or Tukey’s multiple comparison test (**o**, **p**). **a**, **c**, **e** *White-dotted lines* represent basement membranes. Experiments were repeated three times with three mice for representative images

To this end, we performed DNA microarray analysis to identify genes expressed predominantly in the dermis of pregnant mice. 

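Dermal RNA was profiled in 4 conditions, with 1 array for each: abdominal skin of virgin mice, dorsal skin of 15 dpc mice and abdominal skin of 15 dpc mice, all injected with the vehicle dimethyl sulphoxide (DMSO), and abdominal skin of 15 dpc mice injected with PP2, the Src inhibitor. They are called the virgin, dorsal, abdominal and PP2 arrays. Each intradermal injection held 100 µl, with 1 mM PP2 where it was given, and mice received 2 a day for 4 days, from 12 dpc in the pregnant mice. The paper and the sample titles give 15 dpc, which is used here, while the sample descriptions give 16 dpc. The labels give an age of 10 weeks, and the paper's methods a range of ages that includes it. By the methods, subcutaneous fat was removed, and dermal cells were released from the scraped skin with collagenases and hyaluronidase. RNA was isolated with Isogen and the RNeasy Micro kit according to the paper, and with the RNeasy kit alone according to the labels. It was labelled with a GeneChip 3′IVT Express Kit and hybridised to Affymetrix mouse arrays, on which a probe set is a group of short probes for one stretch of a transcript, mostly near its 3′ end. The authors' values are a signal for each probe set, an intensity on a linear scale, and a call of present, marginal or absent. Both come from the MAS5 algorithm in Affymetrix Expression Console, given as version 1 in the submitters' processing notes. The arrays had been scaled to one level: the mean signal without the top and bottom 2% of probe sets was 499.85 on the virgin array and 499.86 on the abdominal array. Of 45101 probe sets, 26330 (58.4%) were called present on the virgin array, 26504 (58.8%) on the dorsal array, 26797 (59.4%) on the abdominal array and 26919 (59.7%) on the PP2 array. In the same order, the median signal was 132, 136, 125 and 103, and the dimmest signal called present was 10.7, 9.36, 6.57 and 3.96. The median of the signals called present was 413, 423, 401 and 372, and scaling to one median refers below to this median. Pearson's r of log2 signals between pairs of arrays was 0.925 to 0.937 across probe sets, which are not independent replicates. With no replicates, no difference between these arrays has an error or a test, and the number of arrays limits the precision. Whether an array held RNA of 1 mouse or of several is not given in the sources used here.

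A single gene symbol was listed for 34945 probe sets, several symbols for 932 and none for 9160, and 64 were controls. The 18193 genes named in this way were compared by the ratio of their signals as deposited. A gene was counted as higher when at least 1 of its probe sets had a ratio above 2 and was called present on the brighter array. Counts and rankings used these ratios whether or not the probe set was called present on the dimmer array. Where it was not, the fold printed here was taken against its signal there or the dimmest signal called present there, whichever was higher, and is written as at least that fold. For lists of genes, each gene was represented by its probe set with the highest mean log2 signal. The median log2 ratio of a list is given with its percentile among 10000 random lists of the same size and signal, which describes these arrays only.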

By comparing the gene expression profiles of dermal tissues from abdominal skin of 15 dpc mice with abdominal skin of virgin mice, abdominal skin of PP2-injected 15 dpc mice, and dorsal skin of 15 dpc mice, we identified 129 candidate genes with >2-fold higher expression levels in the abdominal dermis of 15 dpc mice (Supplementary Fig. 4G, H). 

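Genes of the growing hair stood highest in the abdominal dermis of 15 dpc mice. By the rule of a ratio above 2 against all 3 other arrays, 191 genes were higher on the abdominal array. Of these, 31 encode keratin-associated proteins, which form the matrix of the hair shaft, and 18 encode hair keratins or trichohyalins. These 49 genes, a group defined after the values were seen, were among 59 of the kind that the arrays measured. *Krtap15* was at least 472-fold higher than on the virgin array, 46.8-fold higher than on the PP2 array and 31.7-fold higher than on the dorsal array. *Krt33b*, a keratin of the hair shaft, was higher by at least 71.9-fold, 29.4-fold and 52.5-fold in the same order. For *Krtap7-1* the ratios were at least 212, 33.4 and 29.0, and for *Krtap11-1* they were at least 129, 28.2 and at least 211. The 15 genes with the largest smallest ratio held 11 such hair genes: besides these 4, *Krt35*, *Krt33a*, *Krtap8-1*, *Krt86*, *Krtap19-2*, *Krtap16-3* and *Krt34*, the last with a smallest ratio of at least 17.3. The others, outside the group as defined, were *Zic1*, *Gm11559*, *Gm11567* and *Crisp3*. *Zic1*, a zinc-finger transcription factor of embryonic patterning, was detected on all 4 arrays and was 67.2-fold, 76.8-fold and 26.9-fold higher than on the virgin, PP2 and dorsal arrays. Its other detected probe set gave ratios of at least 26.8, 98.0 and 41.4. *Gm11559* was 24.4-fold higher or more and *Gm11567* at least 19.3-fold higher than on each other array, whereas *Crisp3*, at a signal of only 12.9 on the abdominal array, was not called present on the others and was at least 1.21-fold, 3.26-fold and 1.38-fold higher, so that its place in this order rests on signals below detection.

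Among the other 142 candidate genes were 3 markers of fat or vessel wall. *Fabp4*, the fatty acid-binding protein of adipocytes, was 4.51-fold, 3.67-fold and 9.80-fold higher than on the virgin, PP2 and dorsal arrays by one probe set and 2.94-fold, 3.41-fold and 4.58-fold by another, but 1.32-fold, 1.94-fold and 1.60-fold by its brightest, representative probe set and 1.03-fold, 1.60-fold and 1.18-fold by the fourth. *Car3*, a carbonic anhydrase abundant in fat, was 2.08-fold, 3.66-fold and 4.99-fold higher by its representative probe set and 2.51-fold, 3.59-fold and 3.51-fold by another, and *Notch3*, a receptor of vascular smooth muscle cells, 2.07-fold, 3.28-fold and 2.41-fold by the probe set that passed but 1.45-fold, 1.59-fold and 1.63-fold by the representative one. For 63 of the candidate genes the probe set with the largest smallest ratio was called present on all 4 arrays. The same rule gave 114 genes higher on the virgin array than on its 3 counterparts, 256 on the dorsal array and 53 on the PP2 array, the last 119 with quantile normalization; with no detection filter the counts were 740, 1046 and 338.

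All 3 ratios share the abdominal array, and part of the excess over independent lists, which would share 8.77 of the 12469 genes detected there, may come from it. In 20 simulations of unchanged arrays, first with present calls drawn by signal, the rule gave 326.5 genes (median, 302 to 362), and in a version added after that was seen, with each probe set keeping its calls, 104.5 (87 to 124); the simulated spread includes the real differences between these arrays. The count was 79 at 3-fold, 578 at 1.5-fold, 608 with no detection filter, 302 to 378 with one comparison left out, 111 by each gene's representative probe set, and 109 where every present probe set of a gene had to pass, which was chosen after seeing the data. The paper, which hypothesised that secretory proteins of dermal cells are the source of the signals for Axin2+ and Tbx3+ basal cells, takes the genes higher in abdominal dermis of 15 dpc mice than in the other 3 dermal tissues as its candidates.

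**Figure D1:**
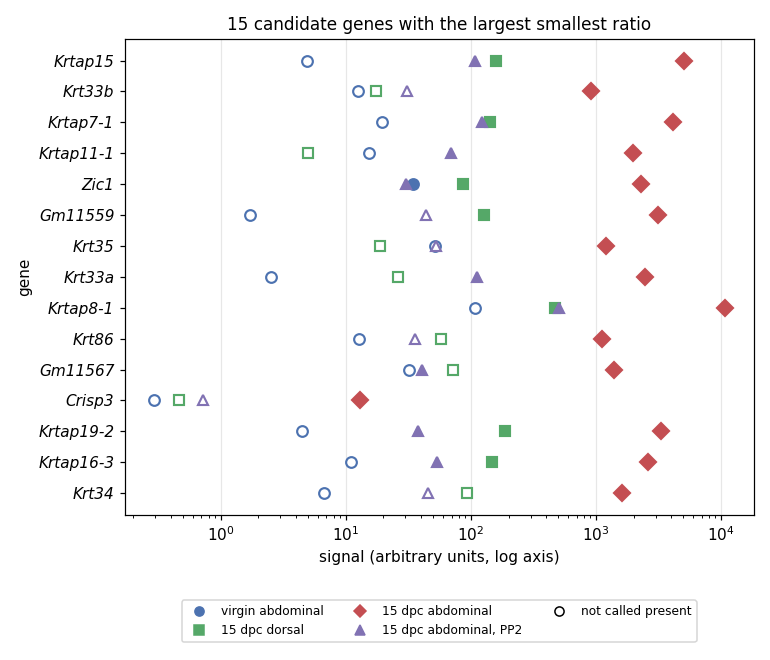
Signal (arbitrary units, log axis) of the 15 candidate genes with the largest smallest ratio on the 4 arrays, 1 probe set per gene and 1 symbol per array. Open symbols mark arrays on which the probe set was not called present. The abdominal array (red diamonds) lies to the right of the other 3 for every gene, and *Crisp3* is close to the floor at 12.9.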

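Against the virgin array, 738 genes were higher and 822 lower on the abdominal array, a balance that turns to 821 and 772 with the arrays scaled to one median and to 890 and 740 with quantile normalization. *Krt25*, a keratin of the inner root sheath of the hair, was 180.0-fold higher, *Krtap6-5* 85.1-fold, *Tchh*, which encodes trichohyalin, 24.2-fold, and *Bex1* 18.1-fold. Higher on the virgin array were *Stc2*, which encodes the secreted glycoprotein stanniocalcin 2 (11.5-fold), *Slc5a3*, a myo-inositol transporter (6.19-fold), *Agtr2*, an angiotensin II receptor (5.55-fold), and *Ptger3*, a prostaglandin E2 receptor (5.49-fold). The urea transporter gene *Slc14a1* was higher on each of the virgin, PP2 and dorsal arrays than on the abdominal array, by 7.19-fold, 8.26-fold and 11.5-fold.

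Against the PP2 array, 1661 genes were higher and 674 lower on the abdominal array, so that 71.1% of these were higher. With the arrays scaled to one median the split was 1381 to 848 (62.0%), and with quantile normalization 1128 to 906 (55.5%). *Krtap19-2* was 86.9-fold higher and *Krtap19-3* 70.6-fold. Higher on the PP2 array were *Kera*, which encodes the proteoglycan keratocan, by 11.8-fold, and *Tnmd*, which encodes tenomodulin, by 7.41-fold. *Coch*, which encodes the extracellular protein cochlin, was 8.11-fold higher there, *Edil3* 7.71-fold and *Fabp7* 7.39-fold. Signs of RNA and array quality differed in the same comparison. The ratio of the 3′ to the 5′ control probe set of *Gapdh* was 5.84 on the PP2 array and 2.51, 2.97 and 1.41 on the virgin, dorsal and abdominal arrays, while that of β-actin was 2.70 on the PP2 array and 2.64, 4.14 and 2.03 on the others. The 5′ probe set for 18S ribosomal RNA had a signal of 256 on the PP2 array and 12257 on the abdominal array, and the median of the spiked-in controls was 1897 and 4014.

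Against the dorsal array, 1112 genes were higher and 1147 lower on the abdominal array, which turns to 1298 and 958 with one median and to 1385 and 986 with quantile normalization. The hair gene *Krtap14* was 16.2-fold higher. Among the genes with the largest ratios on the dorsal array were 4 that encode proteins of the cornified layer of the epidermis: *Lor*, which encodes loricrin, by 34.8-fold, *Hrnr*, which encodes hornerin, by 31.1-fold, *Lce1m* by 28.1-fold and *Flg*, which encodes filaggrin, by 14.5-fold. *Wfdc21* was 20.9-fold and *Fmod*, which encodes the collagen-binding proteoglycan fibromodulin, 10.9-fold higher there. By each gene's representative probe set alone, 434 genes were higher and 453 lower than on the virgin array, 633 were higher and 484 lower than on the PP2 array, and 673 were higher and 635 lower than on the dorsal array. Scaling to one median moved the median log2 ratio of the probe sets called present on both arrays, for the abdominal over the PP2 array, from 0.05 to -0.06.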

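The list of hair follicle genes, fixed beforehand, was higher on the abdominal array than on all 3 others, and so were adipocyte genes by a smaller margin. Of 21 detected hair genes, 19 were over 2-fold higher than on the virgin array, 17 than on the PP2 array and 17 than on the dorsal array, and 0 were lower by as much. The list's median log2 ratio was 3.86, 2.47 and 3.78, above all random lists (percentile 100 in each comparison), and 3.87, 2.47 and 3.81 with undetected genes at their bound. *Padi3*, an enzyme that modifies trichohyalin, was at least 9.46-fold, 4.57-fold and 24.8-fold higher. *S100a3*, a calcium-binding protein of the hair cuticle, was at least 14.8-fold, 19.0-fold and 19.1-fold higher; both were picked after their values were seen.

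Of 11 detected adipocyte genes, 2, 3 and 5 were over 2-fold higher than on the virgin, PP2 and dorsal arrays and 0 were lower, with medians of 0.61, 0.66 and 0.68 at percentile 100. *Adipoq*, which encodes the adipocyte hormone adiponectin, was 1.96-fold, 3.55-fold and 5.05-fold higher, and *Pparg*, the regulator of adipocyte differentiation, 2.31-fold higher than on the virgin array. Against the dorsal array, *Cidea*, a protein of lipid droplets, was 5.64-fold and *Lpl*, which encodes lipoprotein lipase, 4.01-fold higher.

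The list of smooth muscle, pericyte and myofibroblast genes had higher medians against the PP2 and dorsal arrays. Of 17 detected, 1, 2 and 7 were over 2-fold higher than on the virgin, PP2 and dorsal arrays, and 1, *Cspg4*, was 2.89-fold higher on the dorsal array. Medians were 0.16 (percentile 93.4), 0.64 (percentile 100) and 0.71 (percentile 100). With quantile normalization the median against the virgin array was 0.33 (percentile 99.85), and with all detected probe sets of each gene 0.37 (percentile 99.9). *Acta2*, which encodes α-SMA, was 1.12-fold, 1.59-fold and 2.17-fold higher on the abdominal array by its representative probe set. The signals were 14744, 10345 and 7569 on the virgin, PP2 and dorsal arrays and 16453 on the abdominal array. By a much dimmer probe set, with a signal of 274 on the abdominal array, *Acta2* was 1.37-fold, 2.34-fold and 3.16-fold higher. *Myh11*, the smooth muscle myosin heavy chain, was 1.93-fold, 3.07-fold and 3.32-fold higher. Of the pericyte markers, picked after their values were seen, *Rgs5* was 1.29-fold and 1.13-fold higher than on the PP2 and dorsal arrays, *Pdgfrb* 1.02-fold higher than on the PP2 array and 1.14-fold higher on the dorsal array, and *Mcam* 1.39-fold and 1.09-fold higher on the PP2 and dorsal arrays. Other members of the list, *Notch3* (1.59-fold and 1.63-fold) and *Kcnmb1* (1.85-fold and 1.39-fold), were higher than on the PP2 and dorsal arrays. *Cspg4* was 1.39-fold higher on the PP2 array. The share of pericytes in the medians was not tested. *Vim*, the vimentin gene, was 1.34-fold higher on the virgin array and 1.43-fold higher on the dorsal array than on the abdominal array, and 1.19-fold higher on the abdominal array than on the PP2 array.

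Fibroblast and matrix genes went different ways. Of 24 detected, 2 were over 2-fold higher and 1 lower than on the virgin array, 0 were higher and 3 lower than on the PP2 array, and 7 were higher and 1 lower than on the dorsal array. The medians were -0.01 (percentile 66.5), where both other scalings turn the sign (0.03 with one median, 0.04 with quantile normalization), -0.16 (percentile 1.38, and 4.59 over all detected probe sets) and 0.29 (percentile 99.96). *Col1a1*, which encodes a chain of type I collagen, was 2.38-fold higher than on the virgin array and 3.45-fold higher than on the dorsal array. *Lum*, which encodes the proteoglycan lumican, was 4.52-fold and *Fn1*, the fibronectin gene, 3.98-fold higher than on the dorsal array. *Col12a1* was 2.64-fold and *Pdgfra*, a growth factor receptor of fibroblasts, 2.50-fold higher on the PP2 array.

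**Figure D2:**
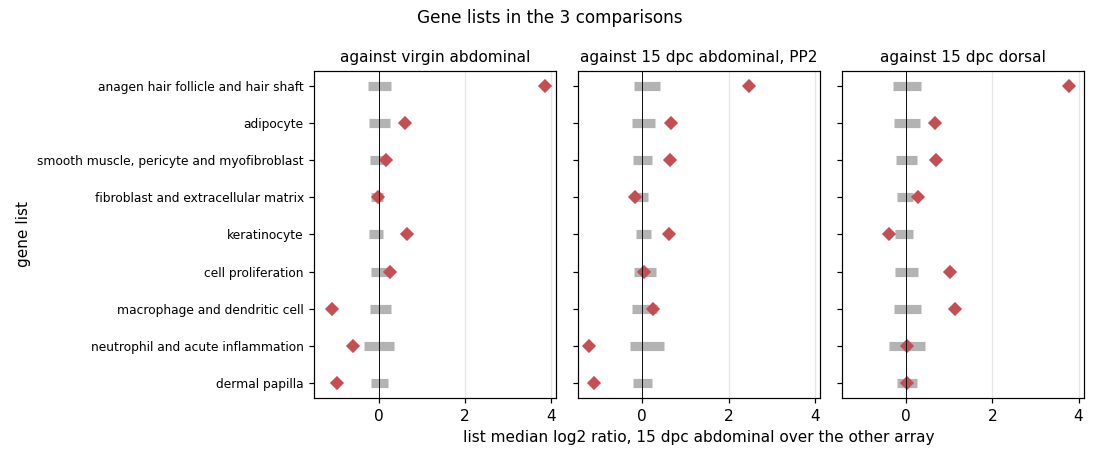
Median log2 ratio (red diamonds) of 9 gene lists on the abdominal array over the virgin (left), PP2 (middle) and dorsal (right) arrays, with the central range of random lists of the same size and signal (grey bars, the central 95%). The hair follicle list lies at 3.86, 2.47 and 3.78. The signs of the fibroblast list against the virgin array and of the proliferation list against the PP2 array turn with other scalings.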

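Epidermal keratinocyte genes and immune genes divided the arrays in other ways than hair genes. Of 20 detected keratinocyte genes, 3, 4 and 1 were over 2-fold higher than on the virgin, PP2 and dorsal arrays and 0, 0 and 3 lower, with medians of 0.65, 0.62 (both at percentile 100) and -0.39 (percentile 0.08); with undetected genes at their bound the first was 0.64. *Dsg1a*, a desmoglein of epidermal cell junctions, was 2.87-fold higher than on the virgin array, and *Krt1* and *Krt5*, keratins of differentiated and basal keratinocytes, were 2.26-fold and 2.09-fold higher than on the PP2 array. *Krt2*, a keratin of differentiated epidermis, was at least 10.8-fold higher on the dorsal array than on the abdominal array, and *Krt79* 2.61-fold higher on the abdominal array.

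Cell proliferation genes were higher on the abdominal than on the dorsal array. Of 23 detected, 12 were over 2-fold higher than on the dorsal array and 0 lower, with a median of 1.01 (percentile 100; 1.02 with undetected genes at their bound). *Mki67*, which encodes Ki67, was 3.73-fold higher, *Ccnb2*, a mitotic cyclin, 3.20-fold, and *Bub1*, a mitotic checkpoint kinase, at least 8.20-fold. Against the virgin array 2 were higher and 1 lower, with a median of 0.25 (percentile 98.1, and 93.7 with quantile normalization), and *Mki67* was 1.56-fold higher. Against the PP2 array 0 went either way, and the median was 0.03 (percentile 46.3) but -0.08 and -0.10 with the other 2 scalings.

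Macrophage and dendritic cell genes were lower than on the virgin array and higher than on the dorsal array. Of 17 detected, 9 were over 2-fold lower than on the virgin array (median -1.08, percentile 0), 0 went either way against the PP2 array (median 0.26, percentile 91.7) and 7 were higher than on the dorsal array (median 1.14, percentile 100; 0.99 with undetected genes at their bound). *C1qc*, a chain of complement C1q, was at least 3.86-fold and *Mpeg1*, a macrophage pore-forming protein, 3.17-fold higher on the virgin array. *Csf1r*, the receptor for macrophage growth factor, was 2.84-fold and *Adgre1*, which encodes F4/80, 2.76-fold higher on the abdominal than on the dorsal array.

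Of 12 detected genes of neutrophils and acute inflammation, 6 were over 2-fold lower than on the PP2 array, among them *Il6*, 4.09-fold higher there, and the chemokine genes *Ccl2* (3.43-fold) and *Cxcl1* (2.68-fold). The median was -1.23 (percentile 0; -1.21 with undetected genes at their bound) against the PP2 array, but -0.16 (percentile 7.24) with no detection filter. Against the virgin array 2 were lower (median -0.60, percentile 0.08; -0.66 with undetected genes at their bound), with the acute-phase gene *Saa3* at least 9.85-fold higher on the virgin array. Against the dorsal array *Lcn2* was 2.41-fold higher on the abdominal array, *S100a9* at least 9.74-fold higher on the dorsal array, and the median was 0.03 (percentile 50.6) but -0.26 with undetected genes at their bound.

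Genes of the dermal papilla, the mesenchyme at the base of the hair follicle, were lower on the abdominal array than on the virgin and PP2 arrays. Of 19 detected, 8, 11 and 8 were over 2-fold lower than on the virgin, PP2 and dorsal arrays and 1, 0 and 0 higher, with medians of -0.96 and -1.11 (both at percentile 0) and 0.03 (percentile 48.9). *Sox2* was 4.61-fold higher on the PP2 array and 6.90-fold higher on the dorsal array. *Rspo2*, a secreted activator of Wnt signalling, was at least 9.43-fold, 7.58-fold and 4.52-fold higher on the virgin, PP2 and dorsal arrays, and *Crabp1* 5.18-fold higher on the virgin array. Genes induced by tissue dissociation, such as those of immediate early transcription factors, were also lower. Of 20 detected, 4, 3 and 2 were over 2-fold lower and 0, 1 and 0 higher, with medians of -0.61 (percentile 0), -0.28 (percentile 0.04) and -0.62 (percentile 0), and *Fosb* was 2.60-fold, 2.34-fold and 2.14-fold higher on the virgin, PP2 and dorsal arrays.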

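Some of the candidate genes encode secreted signalling proteins. By a set of gene families fixed beforehand (growth factors, cytokines, hormones and their secreted binding partners), 5 candidate genes belonged to them: *Igfbp2*, *Grp*, *Stc1*, *Sema3a* and *Fgf1*. *Grp*, which encodes gastrin-releasing peptide, was 2.29-fold and 2.47-fold higher on the abdominal array than on the virgin and PP2 arrays and at least 30.0-fold higher than on the dorsal array. *Stc1*, which encodes stanniocalcin 1, was 3.45-fold, 2.26-fold and 3.52-fold higher than on the virgin, PP2 and dorsal arrays. *Sema3a*, a guidance cue for axons and vessels, was 2.58-fold, 2.21-fold and 3.19-fold higher by the probe set that passed but 1.33-fold, 1.96-fold and 2.27-fold by its representative one. *Fgf1*, a fibroblast growth factor, was at least 2.11-fold, 3.00-fold and at least 2.63-fold higher by the probe set that passed but 1.28-fold, 1.47-fold and 1.71-fold by its representative one.

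*Sfrp1* has 5 probe sets, and none had a ratio above 2 against all 3 other arrays. The representative probe set had signals of 857 on the virgin array, 992 on the dorsal array, 851 on the abdominal array and 888 on the PP2 array. By the next brightest that was present on all 4 arrays, *Sfrp1* was 1.12-fold, 1.17-fold and 1.05-fold higher on the abdominal array than on the virgin, PP2 and dorsal arrays. By a dimmer probe set, the only one in which the abdominal array stood over 1.5-fold above each other array, it was 1.66-fold, 3.85-fold and 2.52-fold higher, with a signal of 250.0 on the abdominal array and present calls on all 4 arrays. By another dim one it was at least 6.08-fold higher than on the virgin array, where the signal of 38.6 was not called present, 3.20-fold higher than on the PP2 array and 1.23-fold higher than on the dorsal array. The last probe set was called present on the virgin and PP2 arrays only, with signals of 866 and 742.

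Secreted Wnt antagonists as a list were lower on the abdominal array than on the PP2 array. Of 13 detected, 0, 1 and 0 were over 2-fold higher than on the virgin, PP2 and dorsal arrays and 2, 4 and 2 lower, with medians of -0.17 (percentile 6.28), -0.48 (percentile 0.02) and -0.16 (percentile 10.6), the last turning to 0.01 with quantile normalization. With undetected genes at their bound they were -0.11, -0.49 and -0.11. *Dkk2* was 3.07-fold, 2.58-fold and 2.01-fold higher on the virgin, PP2 and dorsal arrays, and *Notum*, an enzyme that inactivates Wnt proteins, 3.18-fold and 2.44-fold higher on the virgin and PP2 arrays. *Sfrp2* was 2.80-fold higher on the PP2 array, and *Dkk3* 2.55-fold and 5.10-fold higher on the PP2 and dorsal arrays but 1.82-fold higher on the abdominal than on the virgin array. The gene above 2-fold on the abdominal array, named after its value was seen, was *Sost* (at least 2.30-fold over the PP2 array).

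Of 13 detected Wnt target genes, 0, 1 and 1 were over 2-fold higher than on the virgin, PP2 and dorsal arrays and 1, 2 and 2 lower. Their medians were -0.0023 (percentile 38.5), which turns to 0.04 when arrays are scaled to one median, -0.39 (percentile 0.14) and -0.21 (percentile 3.11). *Twist1* was 2.89-fold, 2.74-fold and 2.56-fold higher on the virgin, PP2 and dorsal arrays, and *Lef1*, a transcription factor of the Wnt pathway, 1.98-fold, 2.80-fold and 2.50-fold. *Rnf43*, a negative regulator of Wnt receptors, was 4.43-fold higher on the abdominal than on the PP2 array, and *Axin2* was 1.19-fold, 1.43-fold and 1.21-fold higher on the virgin, PP2 and dorsal arrays.

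**Figure D3:**
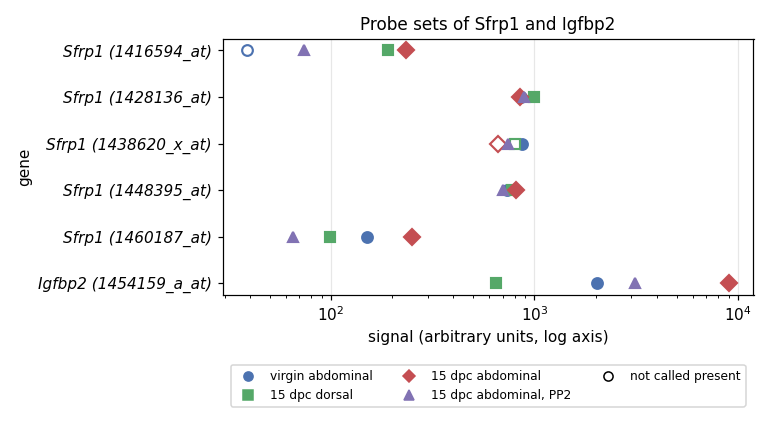
Signal (arbitrary units, log axis) of the 5 probe sets of *Sfrp1* and the 1 probe set of *Igfbp2* on the 4 arrays, 1 symbol per array, with open symbols where the probe set was not called present. For the representative probe set of *Sfrp1*, the second from the top, the 4 arrays lie between 851 and 992, and for the fifth the abdominal array (red diamond) lies to the right at 250.0.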

Seven genes out of the 129 candidates encode secretory proteins, including secreted frizzled-related protein 1 (Sfrp1), a soluble protein that downregulates Wnt signalling by directly binding to Wnt proteins and Fz receptors^33^ (Supplementary Fig. 4I). Fluorescence in situ hybridisation (FISH) in combination with α-SMA immunofluorescence confirmed the expression of *sfrp1* mRNA in α-SMA^+^ cells residing in the dermis (Supplementary Fig. 4J). In virgin mice, ~30% of α-SMA^+^ dermal cells in the abdominal skin expressed *sfrp1* mRNA, which was slightly increased (~40%) in pregnant mice at 16 dpc (Supplementary Fig. 4K). The expression of *sfrp1* mRNA was enriched in the α-SMA^+^/vimentin^+^ cell population compared with the α-SMA^−^/vimentin^+^ cell population residing in the dermis (Fig. 5c, d). No signal of *sfrp1* mRNA was detected in the epidermis (*n* > 900 basal cells from three mice). To assess the contribution of Sfrp1 to IFE basal cell dynamics, we intradermally injected the abdominal skin of pregnant or virgin mice with recombinant Sfrp1 protein. The results showed that injection of Sfrp1 protein significantly increased the populations of Ki67^+^ and Tbx3^+^ IFE basal cells in both pregnant and virgin mice (Fig. 5g–j). Similar to Sfrp1 protein, intradermal injection of IWP-2, a validated small molecule inhibitor of Wnt secretion^34^, significantly increased the populations of Ki67^+^ and Tbx3^+^ IFE basal cells in the abdominal skin of both pregnant and virgin mice (Fig. 5g–j), indicating that Wnt inhibitory signals function as a trigger for the emergence of Tbx3^+^ cells in the IFE basal layer. Conversely, wild-type pregnant mice injected intradermally with WAY 316606-h, an inhibitor of Sfrp1^35^, manifested a significant decrease in the population of Ki67^+^ and Tbx3^+^ IFE basal cells in their abdominal skin (Fig. 5k, l). In addition, a similar phenotype was observed in *Sfrp1* ^*−/−*^^36^ pregnant mice interbred with wild-type males (Fig. 5m, n), confirming an essential role of Sfrp1 in the induction of Tbx3^+^ IFE basal cells during pregnancy. To further assess the roles of Sfrp1 in the dynamics of IFE basal cells, recombinant Sfrp1 protein was intradermally injected into the abdominal skin of virgin *Axin2-Cre-ER/Rosa26-H2B-GFP* and *K14-Cre-ER/R26-H2B-GFP* mice, and the division patterns of Axin2-Cre-ER-labelled IFE basal cells and K14-Cre-ER-labelled IFE basal cells were examined, respectively (Fig. 5o, p). Similar to pregnant mice, injection of either Sfrp1 protein or IWP2 into virgin mice induced the planar-oriented asymmetric or symmetric division of Axin2-Cre-ER-labelled IFE basal cells to give rise to a single or pair of Tbx3^+^ basal cells, respectively (Fig. 5o; patterns 3 and 4). In addition, injection of Sfrp1 protein significantly increased the population of K14-Cre-ER-labelled IFE basal cells that asymmetrically divided parallel to the basement membrane to give rise to Tbx3^+^ and Tbx3^−^ daughter cells (Fig. 5p; pattern 4), indicating an essential role of Sfrp1 in the regulation of IFE basal cell division patterns. However, unlike pregnant mice, injection of Sfrp1 protein into virgin mice only partially induced the planar symmetric division of K14-Cre-ER-labelled IFE basal cells (Fig. 5p; pattern 3), suggesting the existence of additional dermal-derived signals in pregnant mice. 

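*Igfbp2* had higher signal in the abdominal dermis of 15 dpc mice than in the other 3 dermal tissues. Its only probe set, called present on all 4 arrays, had a signal of 9084 on the abdominal array, 2023 on the virgin array, 3113 on the PP2 array and 646 on the dorsal array. The abdominal array was thus 4.49-fold higher than the virgin array, 2.92-fold higher than the PP2 array and 14.1-fold higher than the dorsal array, or 2.17, 1.55 and 3.81 on the log2 scale. *Igfbp2* also passed the 2-fold rule under each other scaling and filter tried, and did not pass at 3-fold.

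Other genes of the insulin-like growth factor axis, which comprises the ligands, their receptors, binding proteins and downstream adaptors, did not share this difference. Of 15 detected, 1, 1 and 2 were over 2-fold higher on the abdominal array than on the virgin, PP2 and dorsal arrays, and 2, 0 and 2 were lower. *Igfbp2* was the one against the virgin and PP2 arrays, and *Igf2bp3*, an RNA-binding protein of *Igf2* mRNA, the other against the dorsal array (at least 2.78-fold). The list medians were -0.08 (percentile 28.0), which turns to 0.06 with quantile normalization, -0.09 (percentile 21.6) and 0.01 (percentile 53.9), or -0.10, -0.00031 and 0.05 with undetected genes at their bound. *Igfbp3*, which encodes the main binding protein of the circulation, was 2.04-fold and 2.52-fold higher on the virgin and dorsal arrays, *Igf2bp1* at least 2.50-fold higher on the virgin array and *Irs2*, an adaptor of the receptor, 2.04-fold higher on the dorsal array. The ligand gene *Igf1* was 1.59-fold, 1.90-fold and 1.99-fold higher on the virgin, PP2 and dorsal arrays, and *Igf2* was 1.88-fold higher on the PP2 array.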

Our DNA microarray analysis identified insulin-like growth factor-binding protein 2 (Igfbp2) as another gene upregulated in the dermis of pregnant mice (see Supplementary Fig. 4I). We found *Igfbp2* mRNA in α-SMA^+^ cells residing in the dermis, and the population of *Igfbp2* mRNA-expressing α-SMA^+^ cells was slightly increased in the abdominal skin of pregnant mice (Supplementary Fig. 4L, M). We also observed enriched expression of *Igfbp2* mRNA in the α-SMA^+^/vimentin^+^ cell population compared with the α-SMA^−^/vimentin^+^ cell population residing in the dermis (Fig. 5e, f). No signal of *Igfbp2* mRNA was detected in the epidermis (*n* > 900 basal cells from three mice). In addition, similar to Sfrp1, injection of recombinant Igfbp2 protein significantly increased the populations of Ki67^+^ and Tbx3^+^ IFE basal cells in both pregnant and virgin mice (Fig. 5g–j). Moreover, injection of wild-type pregnant mice with NBI31772, an inhibitor of Igfpb2^37^, significantly decreased the population of Ki67^+^ and Tbx3^+^ IFE basal cells in their abdominal skin (Fig. 5k, l). Notably, unlike Sfrp1, intradermal injection of Igfbp2 protein into virgin mice did not induce planar-oriented asymmetric division of the Axin2-Cre-ER-labelled IFE basal cells, although it induced planar-oriented symmetric division to generate two Tbx3^+^ basal cells (Fig. 5o; patterns 3 and 4). Furthermore, Igfbp2 together with Sfrp1, but not either protein alone, significantly induced planar-oriented symmetric division of K14-Cre-ER-labelled IFE basal cells to give rise to two Tbx3^+^ basal cells (Fig. 5p; patterns 3), which recapitulated the cell division pattern of K14-Cre-ER-labelled IFE basal cells in the abdominal skin of pregnant mice (see Supplementary Fig. 3I). Therefore, both Sfrp1 and Igfbp2 proteins govern the IFE basal cell dynamicity in the abdominal skin of pregnant mice.

### The Tbx3^+^ basal cells promote wound healing

Stem cells in various organs activate upon injury to regenerate damaged tissue. Therefore, we determined whether Tbx3 IFE basal cells play a role in skin tissue repair after injury by inducing punch wounds through full thickness skin biopsies in the dorsal skin. We found an increase in the population of Tbx3^+^ IFE basal cells in wounded sites, which were diminished in *Tbx3* cKO mice (Fig. 6a, b). In addition, the wound-evoked Ki67^+^ proliferative IFE basal cell population was attenuated in *Tbx3* cKO mice (Fig. 6c, d), resulting in a significant delay in wound healing after injury in *Tbx3* cKO mice compared with control mice (Fig. 6e, f). These results indicate that Tbx3^+^ cells play a pivotal role in skin tissue repair after injury. Because injection of recombinant Sfrp1 and Igfbp2 proteins increased the population of Tbx3^+^ IFE basal cells in virgin mice (see Fig. 5i, j), we assessed the latent potential of these proteins to facilitate tissue repair upon wounding. The results showed that topical administration of Sfrp1 and Igfbp2 proteins on wounding site significantly increased the healing rate after injury in wild-type mice. This healing effect of these proteins was attenuated in the *Tbx3* cKO epidermis (Fig. 6g, h). These results demonstrate that Sfrp1 and Igfbp2 proteins facilitate tissue repair upon wounding via propagation of the Tbx3^+^ basal cell population.

**Fig. 6:**
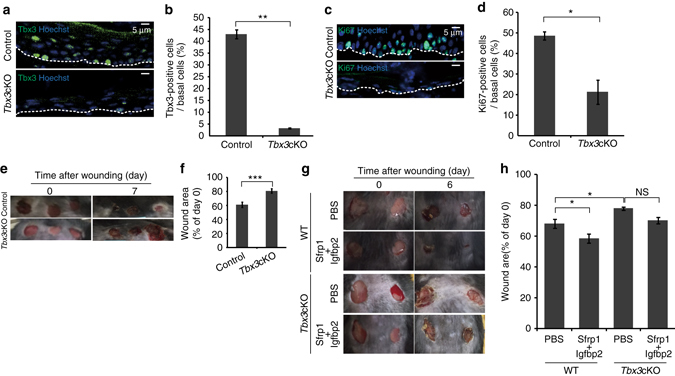
Topical administration of Sfrp1 and Igfbp2 proteins facilitate tissue repair upon wounding. **a**, **c** Immunofluoresence of Tbx3 (**a**) or Ki67 (**c**) (*green*) and Hoechst (*blue*) on dorsal skin from control and *Tbx3* cKO mice at 1-week post-wounding. **b**, **d** Quantification of Tbx3^+^ cells (**b**) and Ki67^+^ cells (**d**) in IFE basal layers from dorsal skin at 1-week post-wounding. **e** Representative images of dorsal skin of control and *Tbx3* cKO mice at days 0 and 7 post-wounding. **f** Quantification of wound healing. The diameter of each wound site was measured, and the average diameter at day 7 post-wounding relative to that at day 0 is shown. **g** Representative images of dorsal skin of wild-type and *Tbx3* cKO mice at day 6 post-wounding injected with or without Sfrp1 and Igfbp2 proteins. The proteins were injected once per day for 4 days after induction of wounding. **h** Quantification of wound healing. The average diameter of each wound site at day 6 post-wounding relative to that at day 0 is shown. **b**, **d** Data represent the mean ± s.e.m. of averages of three independent experiments (*n *= 3). More than 500 cells were analysed to calculate the average in each experiment; *P < 0.05, **P < 0.01, analysed by the two-tailed *t*-test. **f**, **h** Data represent the mean ± s.e.m. of averages of twelve wound sites (*n *= 12) pooled from three mice; *P < 0.001, ***P < 0.001 analysed by the two-tailed *t*-test (**f**) or Tukey’s multiple comparison test (**h**). **a**, **c**, **e**, **g** *White-dotted lines* represent basement membranes. Experiments were repeated three times with three mice for representative images

## Discussion

In this study, we have revealed the organisation of IFE basal layers in the rapidly expanding abdominal skin of pregnant mice. Based on our results, we propose the following model. During the course of gestation, α-SMA^+^/vimentin^+^ dermal cells secrete Sfrp1 and Igfpb2. These proteins function as a trigger for the planar-oriented asymmetric or symmetric cell division of Axin2^+^ IFE basal cells to generate highly proliferative Tbx3^+^ cells within the basal layer. The Tbx3^+^ IFE basal cells further divide parallel to the basement membrane to drive abdominal skin expansion during pregnancy (Supplementary Fig. 5A).

How does this model relate to the postulated models of IFE homeostasis? According to the classical EPU hypothesis, slow-cycling IFE stem cells divide with invariant asymmetry to generate one stem and one TA cell. Axin2^+^ IFE basal cells are capable dividing either asymmetrically or symmetrically to give rise to one or two Tbx3^+^ basal cells. This result supports the previous notion that Axin2^+^ cells are representative of the general population of IFE basal cells with an unbiased fate choice^8^, although we cannot exclude the possibility that a subpopulation of Axin2^+^ IFE basal cells undergoes biased asymmetric cell division. We have not determined whether Tbx3^+^ IFE basal cells are fate-committed progenitor cells, which undergo terminal differentiation after several rounds of division, or capable of generating Axin2^+^ IFE basal cells reversibly. Because the majority of Axin2^+^ IFE basal cell progenies, including Tbx3^+^ IFE basal cells, are eventually eliminated from the basal layer after parturition, Tbx3^+^ basal cells are either committed to undergo elimination or reversion to the Axin2^+^ state for elimination stochastically. In either case, our results provide evidence that IFE stem cells are capable generating highly proliferating cell progeny with distinct cellular properties during changes in physiological body shape.

Our data show that dermal-derived secreted proteins Sfrp1 and Igfbp2 function as a trigger for the emergence of Tbx3^+^ IFE basal cells through symmetric or asymmetric division of Axin2^+^ IFE basal cells. Because IFE stem cells are maintained by autocrine Wnt signalling^8^, Sfrp1 may directly repress autocrine Wnt signalling to induce Axin2^+^-to-Tbx3^+^ cell transition. Recent studies have reported an antagonistic role of IGF signalling against the Wnt pathway^38, 39^, implying a latent function of Igfbp2 in Wnt inhibition to induce Axin2^+^-to-Tbx3^+^ cell transition. However, these results are apparently inconsistent with a previous study demonstrating that loss of Wnt signalling (β-catenin deletion) in *Axin2*-expressing cells results in repression of their proliferation in the IFE basal layer^8^. This inconsistency may caused by the difference in methods to inhibit Wnt signalling because Sfrp1 attenuates Wnt ligand-receptor association, whereas β-catenin deletion suppresses the canonical Wnt pathway. It would be interesting to examine whether Sfrp1 induces the generation of Tbx3^+^ basal cells through the non-canonical Wnt pathway. Also, we cannot exclude the possibility that Sfrp1 and Igfbp2 regulate Axin2^+^ IFE basal cells indirectly through other cell populations in dermis.

How the dermis-derived Sfrp1/Igfbp2 signals are upregulated during pregnancy remains unknown. Sfrp1 and Igfbp2 are expressed in α-SMA^+^/vimentin^+^ dermal cells, implying the involvement of myofibroblasts or vascular smooth muscle cells. In this context, it is noteworthy that, in generically obese (*ob/ob*) mice, whose abdominal circumference was increased during the course of obesity to the same level as pregnant mice at 16 dpc (Supplementary Fig. 5B), the populations of α-SMA^+^ dermal fibroblasts and Ki67^+^ and Tbx3^+^ IFE basal cells in their abdominal skin were decreased compared with wild-type mice (Supplementary Fig. 5C–E). This result suggests that skin cell dynamicity in obese mice is different from that in the abdominal skin of pregnant mice. It may be possible that tension applied on the skin or systemic hormonal regulation, which might be different between pregnancy and obesity, functions as a trigger for myofibroblast differentiation or vascular smooth muscle cell activation in the abdominal skin of pregnant mice.

The mechanism that we have described explains how IFE stem cells adapt to rapid skin expansion during pregnancy, and illustrates the similarity of IFE basal cell dynamicity between pregnancy and regeneration. Because enforcement of IFE basal cell dynamicity by administration of Sfrp1 and Igfbp2 proteins promotes wound healing, and stem cells activate in various organs during pregnancy^40, 41^, these pregnancy-associated stem cell regulatory mechanisms could be applied to tissue engineering and regenerative medicine.

## Methods

### Animals and genetic experiments

Mice were maintained on a C57BL/6 genetic background. The 8–12-week-old male mice were used for wound healing assay in Fig. 5. All other experiments were performed using 8–12-week-old female mice. *Fucci2* mice were obtained from RIKEN-Center for Developmental Biology (CDB) (CDB0203T)^16^. *Tbx3* ^floxed/floxed^ mice^18^ (a kind gift from Anne Moon, Weis Center for Research, University of Utah) were interbred with *K14-CreERT* ^20^ (Jackson Laboratory, 005107). *Axin2-d2EGFP* mice were obtained from MMRRC (15749)^23^. *Axin2-Cre-ERT2* (Jackson Laboratory, 018867) and *K14-CreERT2* ^27^ (a kind gift from Pierre Chambon, GIE-CERBM (IGBMC)) mice were interbred with *Rosa26-H2B-GFP* mice (RIKEN-CDB, CDB0203K)^24^. *Sfrp1* ^*−/−*^ mice were obtained from RIKEN-Center for Developmental Biology (CDB) (CDB0075K)^36^. *ob/ob* mice (C57BL/6 J Ham Slc-*ob/ob*) were purchased from SLC Inc. To induce Tbx3 depletion in abdominal skin of pregnant mice, *Tbx3* ^flox/flox^ */K14-CreERT* mice were treated topically with 1 mg 4-hydroxytamoxifen (Sigma) solved in 100 μl ethanol on abdominal skin once per day during gestation from 8–15 dpc. For cell division pattern analyses, *Axin2-Cre-ERT2/Rosa26-H2B-GFP* and *K14-CreERT2/Rosa26-H2B-GFP* mice were intraperitoneally injected with tamoxifen at concentrations of 3 and 0.2 mg/25 g body weight, respectively, to induce Cre-mediated recombination. At 2 days (for *Axin2-Cre-ERT2/Rosa26-H2B-GFP* mice) or 4 days (for *K14Cre-CreERT2/Rosa26-H2B-GFP* mice) after tamoxifen administration, the mice were sacrificed and subjected to immunohistochemical analyses. For wound healing assay, 4-hydroxytamoxifen (1 mg) was topically applied to dorsal skin of *Tbx3* ^flox/flox^ */K14-CreERT* mice once per day for 5 days before induction of wounding. All experiments were performed in accordance with the guidelines of the Kyoto University Regulation on Animal Experimentation. The animal experiments in this study were approved by the Committee for Animal Experiments of the Institute for Frontier Life and Medical Sciences, Kyoto University.

The sample size was chosen by experimental consideration and not by a statistic methods. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Administration of EdU, inhibitors and recombinant proteins

EdU (Sigma, 1 mg) was intraperitoneally injected into mice twice at 12 h intervals at 1 day before sacrifice. DMSO, PP2 (Millipore, 1 mM), NBI31772 (TOCRIS, 0.3 mM) and WAY 316606 hydrochloride (TOCRIS, 2 mM) in 100 μl were intradermally injected into mice twice a day for 4 days. IWP-2 (Sigma, 133.33 μM), Sfrp1 (R&D Systems, 20 μg/ml) and Igfbp2 (R&D Systems, 5 μg/ml) in 100 μl were intradermally injected into mice once a day for 4 days. LY364947 (Wako, 1.84 mM) in 100 μl was intradermally injected into mice once a day for 6 days.

### Immunohistochemical analysis of mouse tissues

The medial abdominal skin area was taken as a sample for the analysis to exclude areas where developing mammary glands are present. Skin tissues were cryoprotected in 20% sucrose/PBS and frozen in optimal cutting temperature compound. The samples were sectioned and subjected to immunostaining. For detection of Ki67 and Tbx3, tissue samples were fixed with 4% paraformaldehyde, followed by permeabilization with 0.5% Triton X-100 in TBS for 30 min at room temperature. The sections were blocked with 5% bovine serum albumin at room temperature for 1 h, incubated with primary antibodies at 4 °C overnight, washed and then incubated for 1 h with secondary antibodies (Alexa Fluor 488-conjugated or 594-conjugated goat anti-rabbit, anti-mouse, anti-rat (Molecular Probes) and Alexa Fluor 488-conjugated anti-chicken (Jackson ImmunoResearch)). The following primary antibodies were used: anti-Ki67 (rabbit, 1:500, Novus, NB600-1209), anti-Tbx3 (rabbit, 1:1000, Abcam, ab99302), anti-αSMA (mouse, 1:100, Dako, M0851), anti-vimentin (rabbit, 1:100, MBL, JM-3634-100), anti-CD71 (rat,1:100, Affymetrix, 14-0711), anti-GFP (chicken, 1:200, Abcam, ab13970), anti-survivin (rabbit, 1:400, Cell Signalling, 2808), anti-Keratin10 (mouse, 1:200, Millipore, MAB3230) and anti-α18-catenin (rat, 1:1000, a kind gift from A. Nagafuchi) antibodies.

### FISH

The coding sequences of *Sfrp1* (247–1375 bp) and *Igfbp2* (783–1342 bp) were amplified from mouse skin cDNAs using the following primer pairs: *Sfrp1* fw, 5ʹ-CGGAATTCGAAGGCAGCGTGGGCAG-3ʹ, *Sfrp1* rev, 5ʹ-CGGGATCCGTTCGCTCTAGGAACAGAG-3ʹ; *Igfbp2* fw, 5ʹ-CGGAATTCGCCCCCTGGAACATCTCTACTC-3ʹ; *Igfbp2* rev, 5ʹ-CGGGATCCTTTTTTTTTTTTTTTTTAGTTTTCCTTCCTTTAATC-3ʹ. The DNA fragments were subcloned into pBluescript II SK downstream of the T7 promoter (for the sense probe) or T3 promoter (for the anti-sense probe). The vectors were linearised by digestion with BamH1 (for the sense probe) or EcoRI (for the anti-sense probe). Digoxigenin (DIG)-labelled sense and anti-sense probes for *Sfrp1* and *Igfbp2* were amplified using DIG labelling mix (Roche), transcription buffer (Roche) and T7 or T3 polymerases (Roche). The DIG-labelled probes were isolated using an RNeasy Micro kit (Qiagen). Frozen sections (5 μm thick) were fixed in 4% paraformaldehyde, washed three times in PBS and acetylated for 10 min. The samples were then washed in PBS, treated with 5 μg/ml ProK for 15 min and washed in PBS. After treatment with 0.3% Triton/PBS for 15 min, the samples were washed three times in PBS, followed by pre-hybridisation for 30 min in hybridisation buffer (50% formamide, 5×SSC, 5×Denhardt’s solution, 250 μg/ml yeast RNA and 500 μg/ml salmon sperm DNA). Hybridisation with DIG-labelled sense/anti-sense probes was performed overnight in hybridisation buffer at 75 °C. After hybridisation, the samples were blocked with Blocking One (Nacalai) for 1 h. DIG-labelled probes were detected by incubating the samples with a fluorescein-anti-DIG antibody (mouse, 1:500, Roche Applied Science, 11333089001) in Blocking One for 1 h at room temperature.

### qRT-PCR

Total RNA was purified with the RNeasy Micro Kit according to the manufacturer’s instructions. RNA (1 μg) was reverse transcribed with random primers, and the obtained cDNA was subjected to qRT-PCR analysis using a KAPA SYBR FAST Universal qPCR Kit. The primers sequences were: *Tbx3* fw, 5ʹ-TTGCAAAGGGTTTTCGAGAC-3ʹ; *Tbx3* rev, 5ʹ-TGGAGGACTCATCCGAAGTC-3ʹ; Thy1 fw, 5ʹ-ATGAACCCAGCCATCAGCG; *Thy1* rev, 5ʹ-GGGTAAGGACCTTGATATAGG-3ʹ; *Tgm3* fw, 5ʹ-ACAGTGCTGCGGTGCTTGGG; *Tgm3* rev, 5ʹ-GGGGCCTAGGTCAGTCCGCA-3ʹ; *Krt2* fw, 5ʹ-AGATCAAAACCCTCAACAACAAA-3ʹ; *Krt2* rev, 5ʹ-CTCTGACTCCTGTGAGGTCCTT-3ʹ; *Stfa1* fw, 5ʹ-ACCTG CCACACCAGAAATCC; *Stfa1* rev, 5ʹ-ACCTG CCACACCAGAAATCC-3ʹ; *Stfa3* fw, 5ʹ-ATTGACGGCTGCATCTCTTT-3ʹ; Stfa3 rev, 5ʹ-CTCAAGTCGTTGCTGGACAA-3ʹ; *G3PDH* fw, 5ʹ-CATCCACTGGTGCTGCCAAGGCTGT-3ʹ; *G3PDH* rev, 5ʹ-ACAACCTGGTCCTCAGTGTAGCCCA-3ʹ.

### Isolation of α6 integrin^+^ basal cells and flow cytometry

Subcutaneous fat was removed from the skin with a scalpel, and the whole skin was trypsinized at 4 °C overnight to remove the dermis. The cell suspensions were filtered through strainers (70-μm, BD Falcon), collected by centrifugation (300 × *g*, 5 min) and suspended in Dulbecco’s modified Eagle’s medium (Ca−). Cell suspensions were incubated with an Alexa Fluor 647-labelled anti-α6 integrin (BD) antibody and propidium iodide (PI) for 30 min on ice, washed twice with PBS and subjected to flow cytometric analysis. PI was used to exclude dead cells. Cell isolation was performed on a FACSAriaII sorter.

### Isolation of dermal cells

Subcutaneous fat was removed from the skin with a scalpel, and the whole skin was incubated in Hank’s balanced salt solution (HBSS; 1.25 mM CaCl_2_ and 0.81 mM MgSO_4_; Sigma) containing 10% CS and dispase I (25 U/ml, Wako) for 20 min at 37 °C. Dermal cell suspensions were obtained by scraping the skin gently and incubating in HBSS containing 10% CS, collagenase I (1.25 mg/ml, Life Technology), collagenase II (0.5 mg/ml, Millipore), collagenase IV (0.5 mg, Sigma), hyaluronidase (0.1 mg/ml, Sigma) and DNase I (50 U/ml, TaKaRa) for 30 min at 37 °C under gentle shaking. The cells were then filtered through 70-μm strainers, collected by centrifugation (300 × *g*, 5 min) and washed with HBSS containing 10% CS.

### Microarray analysis

Total RNA was isolated from FACS-purified α6 integrin^+^ basal cells or dermal cells using Isogen (Nippon Gene) and the RNeasy Micro kit. Reverse transcription, labelling and hybridisation were performed using a GeneChip 3′IVT Express Kit (Affymetrix) according to the manufacturer’s protocols. Clustering analysis was performed using Gene Spring GX12 (Digital Biology).

### Wounding

Wounding was induced by punching roundly (5mm in diameter) the surface of back skin with BIOPSY PUNCH (Kai medical). Isoflurane was used for anaesthetising the mice.

### Statistics and reproducibility

All experiments with or without quantification were independently performed at least three times with different mice. The statistical analysis used for each quantification data was indicated in every Figure legend.

### Data availability

Microarray data described in this study are available on the Gene Expression Omnibus (GEO) under accession codes GSE86158. All other relevant data are available from corresponding author on request.

## Electronic supplementary material

Peer Review File

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

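Gene expression was measured in dermal cells of mouse skin under 4 conditions, with 1 array per condition: virgin abdominal, 15 dpc dorsal and 15 dpc abdominal skin after DMSO injections, and 15 dpc abdominal skin after PP2 injections. The authors deposited 1 table per array and 1 table of all 4 arrays, and a signal, which is an intensity on a linear scale, and a detection call for each of 45101 probe sets. Their MAS5 algorithm combines the probes of a probe set into that signal and scales each array to a common trimmed mean. The signals in the table of all arrays differed from those of the single arrays for 0 probe sets. The paper's text names Gene Spring for its clustering and names no detection filter or further scaling for the arrays, so the signals were used as deposited. Conditions were taken from the sample labels and the paper, and 0 columns of values lacked a sample.

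Gene symbols came from the platform's annotation, and only probe sets with 1 symbol were given to a gene. Entrez identifiers of 34754 probe sets matched the gene table of GRCm38.p6, which was used for names only and changed 0 symbols, and those of 204 did not. At least 1 array detected 30293 probe sets and 13585 genes, a call of present being taken as detection. No coordinates are given, since the files name no genome build.

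A gene was a candidate when at least 1 of its probe sets was called present on the abdominal array with a ratio above 2 against each of the other 3 arrays. Of the 232 probe sets that passed, 33 had no single gene and were left out of the count. The ratios of the rule used the signals as deposited, also where the dimmer array had no present call. The same rule was applied with each array in turn, in both directions, and each pair of arrays was compared at the same ratio. Bounds for undetected probe sets and the percentiles of gene lists were computed as described beside the data, with random lists matched in 20 bins of mean log2 signal and lists of at least 5 genes detected on at least 1 array. With 1 array per condition no p-value or error was computed.

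The rule, the 28 gene lists, the families of secreted signalling proteins, the genes to be named and the alternatives were fixed before the data were examined. The text names every gene the paper names for the dermis (*Sfrp1*, *Igfbp2*, *Acta2*, *Vim*) and for its epidermal screen and lineages (*Tbx3*, *Thy1*, *Tgm3*, *Stfa1*, *Stfa3*, *Krt2*, *Axin2*, *Tfrc*, *Mki67*, *Krt14*), and the 15 candidate genes with the largest smallest ratio. It names genes from the 10 with the largest ratio in each direction of each pairwise comparison, among genes whose representative probe set was present on both arrays, and from the 4 detected members of each list with the largest log2 ratio. It also names each candidate gene of the secreted families. Other named genes are said to be chosen after their values were seen or appear as members of the candidates and lists. *Stfa1* had 0 probe sets with a single gene. The group of keratin-associated proteins, hair keratins and trichohyalins was defined after the values were seen.

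The lists covered hair follicle, dermal papilla, keratinocyte, melanocyte, fibroblast and matrix, smooth muscle with pericytes and myofibroblasts, adipocyte, skeletal muscle, endothelial, macrophage and dendritic, T and natural killer, mast, Schwann, mammary gland and erythroid genes. They also covered neutrophils and acute inflammation, secreted Wnt antagonists, Wnt targets, the insulin-like growth factor axis, TGF-β, proliferation, steroid hormone and prolactin response, dissociation stress, body position, interferon response, Src family kinases, mechanical stretch and hypoxia. Some genes belong to more than 1 list: 4 of the 19 detected dermal papilla genes, 3 of the 13 Wnt antagonists, 2 of the 11 melanocyte genes and 2 of the 10 Schwann cell genes do, and 1 each of the Wnt target, insulin-like growth factor, TGF-β, endothelial, mast cell, dissociation stress and mechanical stretch genes. In the other lists, those of hair follicle, adipocyte and keratinocyte genes among them, 0 do. Which of the list genes are expressed by the dermis itself was not measured apart from these arrays.

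The rule was tested on simulated arrays with the spread between the 4 arrays at like signal, which includes their real differences. Of 50 genes simulated at each fold, it recovered 10% at 1.5-fold, 94% at 3-fold, 94% at 4-fold and 100% at 8-fold. Of 18193 genes, 338 unchanged ones passed as well. The spread was wider for dim probe sets. Its standard deviation on the log2 scale was 1.20 in the dimmest bin of signal and 0.26 in the brightest. Recovery was not given for dim genes apart from bright ones, so these shares cannot be taken to hold for dim genes. The percentile of a list was tested likewise: 1 of 30 unchanged lists lay outside the central 95%, and 10 of 10 lists shifted by 1 on the log2 scale did. Random lists were matched by size and signal only, so the percentile takes no account of list members that vary together.

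The alternatives were no detection filter, a signal at or above the array median, signals under the 20th percentile raised to it, scaling to one median of the signals called present, quantile normalization, ratios of 1.5 and 3, counting probe sets, using each gene's representative probe set alone, leaving out each comparison, and the table of all arrays. Requiring that every present probe set of a gene pass was added after seeing the data. Calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures matplotlib 3.10.9. Arrays of sorted epidermal basal cells were not analysed here.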

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

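The 4 tests of the hair follicle pattern were chosen only after the result was seen.

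The text of the paper names no hair genes, and its supplementary figure of the candidates was not examined here: the hair follicle list was higher on the abdominal array than on each of the other 3, with a smallest median log2 ratio of 2.47. More keratinocytes of all kinds in the preparation are argued against as the whole cause, since the keratinocyte list had medians of only 0.65, 0.62 and -0.39 against the virgin, PP2 and dorsal arrays, where the hair list had 3.86, 2.47 and 3.78, and the abundant *Krt14* was 1.18-fold, 1.46-fold and 1.14-fold higher by its representative probe set and 1.56-fold, 1.479-fold and 1.50-fold by the other bright one; a smaller part against the virgin and PP2 arrays stays open. Cross-hybridisation among keratin-associated protein genes does not account for the list, in which 20 of 21 genes lie outside that family (smallest median 2.41). It was not tested for the 31 such genes among the candidates and stays open there. An effect of pregnancy common to both body sites is argued against by medians of 0.33 for the dorsal over the virgin array and 3.78 against the dorsal array. Most members, *Krt34* and *S100a3* among them, were called present on neither the dorsal nor the virgin array. The value of 0.33 thus rests largely on signals below detection. The hair cycle stage of the skin taken stays open. Its test took the 9 members that are neither keratins nor keratin-associated proteins. Their medians were 1.59, 2.01 and 1.52 against the virgin, PP2 and dorsal arrays. The last is the value of *Shh*, not called present on either array. Over the 8 called present on the abdominal array the medians were 1.76, 2.10 and 2.00. The test cannot decide, since these genes belong to the list that prompted it and a larger share of follicles would raise them too. Dermal papilla genes had medians of -0.96, -1.11 and 0.03. Regulators of hair growth, all picked after their values were seen, were higher than on the virgin, PP2 and dorsal arrays. *Foxn1* was 3.01-fold, 5.71-fold and 1.12-fold higher and *Hoxc13* 2.12-fold, 1.49-fold and 2.20-fold. *Gata3* was 2.07-fold, 1.67-fold and 1.64-fold higher and *Msx2* at least 1.52-fold, 1.46-fold and 1.88-fold. An effect of pregnancy local to abdominal skin, an effect of PP2 and a different share of follicles kept in the preparation stay open and were not tested.

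Adipocyte genes, which the text of the paper does not discuss either, were higher on the abdominal array than on each of the other 3, with a smallest list median of 0.61 and *Adipoq* at 1.96-fold, 3.55-fold and 5.05-fold over the virgin, PP2 and dorsal arrays.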

How the results depend on the processing

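The rule that every present probe set of a gene pass was chosen only after the result was seen; the other settings were planned. The balance of genes higher and lower turned with scaling in 2 comparisons: against the virgin array from 738 and 822 to 821 and 772 with one median and 890 and 740 with quantile normalization, and against the dorsal array from 1112 and 1147 to 1298 and 958 and to 1385 and 986. No list moved to the opposite tail, although some list medians near 0 changed sign with other scalings. Of 68 counts of genes under other settings, 34 stayed within 1.5 times the value as reported and 34 did not, and of 14 counts of the rule on single arrays 5 did and 9 did not. *Igfbp2* kept its log2 ratios within the spread between arrays in all 9 results, each being 1 comparison under 1 setting. The ratios were 2.17 to 2.21 against the virgin array, 1.44 to 1.67 against the PP2 array and 3.81 to 3.91 against the dorsal array. With 1 probe set, *Igfbp2* has no value for another. *Sfrp1* did so in 15 of 21, and list percentiles in 304 of 324. Candidate genes numbered 155 with the median-signal filter, 179 with low signals raised, 202 with one median, 194 with quantile normalization, 232 as probe sets and 191 from the table of all arrays. Thresholds, filters, units counted and left-out comparisons move counts by construction. No paired analysis was possible because each condition has 1 array. Signal over background limits dim genes: below the dimmest present signal only bounds can be given.

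With no detection filter there were 608 candidates, 2648 genes higher and 3149 lower than on the virgin array, 4228 and 2333 against the PP2 array and 2970 and 3576 against the dorsal array. The rule on single arrays then gave 740 higher and 826 lower on the virgin array, 1046 and 1090 on the dorsal array, 338 and 1942 on the PP2 array, and 1001 lower on the abdominal array. At 1.5-fold there were 578 candidates and, higher and lower, 2118 and 1997 (virgin), 3382 and 1776 (PP2) and 2681 and 2572 (dorsal). At 3-fold there were 79, and 238 and 257, 636 and 264, and 436 and 380. By the representative probe set there were 111 candidates, 434 higher and 453 lower against the virgin array, 633 higher against the PP2 array, and 673 higher and 635 lower against the dorsal array. Counting probe sets gave 1713 lower against the virgin array and 2417 against the dorsal array, and the median-signal filter 504 lower against the virgin array. Candidates were 378, 302 and 366 without the comparison with the virgin, PP2 or dorsal array, and 109 where every present probe set had to pass. With quantile normalization the PP2 array had 119 genes higher and 285 lower than all others; the cause was not tested. For *Sfrp1*, the log2 ratios against the virgin, PP2 and dorsal arrays were 2.60, 1.68 and 0.30 by a probe set not present on the virgin array and 0.73, 1.95 and 1.33 by another present on all 4; the cause was not tested.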

Differences from the paper's values

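One setting, the rule that every present probe set of a gene pass, was chosen only after the result was seen.

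The paper's count of candidate genes is 129, at more than 2-fold, and its text names no detection filter for it. The count here, at the same ratio and with a present call on the abdominal array, was 191, which is within 1.5 times the paper's. Of the alternatives set before the data were examined, 155 with the median-signal filter, 179 with low signals raised, 111 by representative probe sets and 191 from the table of all arrays were also within 1.5 times. Outside it were 202 with one median, 194 with quantile normalization, 232 as probe sets, 79 at 3-fold, 578 at 1.5-fold, 608 with no detection filter, and 378, 302 and 366 without the comparison with the virgin, PP2 or dorsal array. The count of 109 where every present probe set had to pass, chosen after seeing the values, also lies within 1.5 times, and it does not hold *Sfrp1*.

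The paper places *Sfrp1* among the candidate genes that were higher in abdominal dermis of 15 dpc mice than in each of the other 3 tissues. Here none of its 5 probe sets had a ratio above 2 against all 3. The closest had log2 ratios of 0.73, 1.95 and 1.33 against the virgin, PP2 and dorsal arrays, and the representative probe set had -0.01, -0.06 and -0.22. *Sfrp1* passed with 1 probe set at a ratio of 1.5, with 1 when the comparison with the virgin array was left out, and with 1 when that with the dorsal array was left out. It passed under none of the other planned filters, scalings and thresholds. *Igfbp2*, the paper's other gene, passed the rule.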

Other observations

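The tests of the candidate genes and of the PP2 comparison were set before their results were seen, except that the test of 3′ loss was judged void by its *Gapdh* ratios only after its value was seen, while 2 further correlations, the pairings of the arrays and the shares of unnamed probe sets were chosen after.

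Vessel and pigment cell genes were higher on the abdominal array in some comparisons. Of 17 detected endothelial genes, 0, 3 and 2 were over 2-fold higher than on the virgin, PP2 and dorsal arrays and 0, 1 and 0 lower, with medians of 0.17 (percentile 94.955), 0.30 (percentile 99.94, and 86.6 over all detected probe sets) and 0.42 (percentile 99.94). *Prox1*, a transcription factor of lymphatic endothelium, was 3.62-fold and 5.09-fold higher than on the PP2 and dorsal arrays, and *Tie1* and *Pecam1* 3.72-fold and 3.30-fold higher than on the PP2 array. Of 11 melanocyte genes, 3, 2 and 3 were higher and 0, 0 and 1 lower, with medians of 0.62 (percentile 99.98), 0.26 (percentile 92.6) and 0.38 (percentile 97.7); *Dct*, an enzyme of melanin synthesis, was 3.81-fold higher than on the dorsal array, and *Sox10*, a transcription factor of the lineage, 3.66-fold higher on the dorsal array. Of 10 Schwann cell genes, 1, 0 and 0 were higher and 0, 1 and 2 lower, with medians of 0.22 (percentile 98.5), 0.17 (percentile 95.5) and 0.09 (percentile 74.8, and 99.5 with quantile normalization).

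Transcription factors of body position were lower as a list, although *Zic1* was much higher. Of 22 detected, 1, 1 and 2 were over 2-fold higher than on the virgin, PP2 and dorsal arrays and 7, 4 and 2 lower, with medians of -0.21 (percentile 0.43), -0.51 (percentile 0) and -0.33 (percentile 0.13). *Hoxc10* was 3.29-fold, 2.96-fold and 2.35-fold higher on the virgin, PP2 and dorsal arrays, and *En1* 2.82-fold and 3.42-fold higher on the virgin and dorsal arrays. Interferon response genes, of which 14 were detected, had 0 higher in each comparison and 3, 1 and 1 lower, with medians of -0.67 (percentile 0), -0.19 (percentile 6.50) and 0.06 (percentile 51.3); the chemokine gene *Cxcl10* was 2.28-fold, 3.51-fold and 2.02-fold higher on the virgin, PP2 and dorsal arrays. Of 14 genes of the steroid hormone and prolactin response, 0, 1 and 0 were higher and 0, 1 and 4 lower, with medians of 0.04 (percentile 68.3), -0.32 (percentile 0.25) and -0.38 (percentile 0.30). *Greb1*, an oestrogen-induced gene, was at least 3.37-fold and 5.22-fold higher on the PP2 and dorsal arrays.

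Signalling pathways near the inhibitors of the study showed small list medians. Of 18 detected genes of TGF-β ligands and response, 0, 2 and 0 were over 2-fold higher than on the virgin, PP2 and dorsal arrays and 4, 1 and 2 lower. Their medians were -0.03 (percentile 34.9), which turns to 0.01 with both other scalings, -0.16 (percentile 6.35) and -0.08 (percentile 19.9), and *Tgfb2* was 2.23-fold, 2.06-fold and 4.30-fold higher on the virgin, PP2 and dorsal arrays. Of 6 Src family kinases and regulators, 0 passed in any comparison, with medians of 0.04 (percentile 47.0), -0.13 (percentile 26.1) and 0.09 (percentile 57.2), and *Src* was 1.79-fold, 1.78-fold and 1.73-fold higher on the virgin, PP2 and dorsal arrays. Of 12 genes of mechanical stretch and YAP, 1, 1 and 0 were higher and 1, 1 and 1 lower. Their medians were 0.20 (percentile 95.3), 0.02 (percentile 72.6), which turns to -0.09 with one median, and -0.06 (percentile 24.1), which turns to 0.01 with both other scalings and 0.02 with undetected genes at their bound. *Ankrd1* was at least 3.71-fold and 4.31-fold higher than on the virgin and PP2 arrays. Of 15 hypoxia genes, 0 were higher in each comparison and 0, 1 and 1 lower, with medians of -0.07 (percentile 16.8), -0.09 (percentile 26.5) and 0.12 (percentile 71.1).

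Of 8 detected T and natural killer cell genes, 0, 0 and 1 were higher and 1, 1 and 0 lower, with medians of -0.32 (percentile 14.9), 0.23 (percentile 66.5), which turns to -0.08 with quantile normalization, and 0.37 (percentile 93.8). Mast cell genes, of which 5 were detected, had 1 higher in each comparison and 0, 2 and 0 lower, with medians of -0.29 (percentile 14.1), -0.16 (percentile 20.8) and 0.80 (percentile 98.2, and 93.7 with low signals raised). Of 9 skeletal muscle genes, 0, 0 and 1 were higher and 3, 0 and 0 lower, with medians of -0.37 (percentile 10.7), 0.11 (percentile 43.5), which turns to -0.16 with quantile normalization, and -0.38 (percentile 12.5), which is 0 with undetected genes at their bound. Only 3 erythroid genes were detected, too few for a median.

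Lower on the abdominal array than on all 3 others were 140 genes, where the same rule gave 94 on the virgin, 262 on the dorsal and 508 on the PP2 array, the last 285 with quantile normalization. *Cldn9*, a claudin of tight junctions, was 8.58-fold, 6.62-fold and 9.63-fold higher on the virgin, PP2 and dorsal arrays. *Hhip*, an antagonist of hedgehog signalling, was at least 12.2-fold, 5.77-fold and 4.39-fold higher there by one probe set but 4.95-fold, 2.89-fold and 1.66-fold by its representative one, and *Hand2* at least 9.73-fold, 9.03-fold and 3.06-fold; both were picked after their values were seen. Genes that the paper studied in the epidermis had these values in the dermal samples. *Tbx3* was 1.58-fold, 1.67-fold and 1.78-fold higher on the virgin, PP2 and dorsal arrays by its representative probe set. It was 1.41-fold, 1.23-fold and 2.39-fold higher there by another bright one, and 5.22-fold, 7.14-fold and 8.50-fold by a much dimmer one. *Thy1* was 1.56-fold, 2.01-fold and 1.51-fold higher on those arrays and *Stfa3* 2.74-fold, 5.37-fold and 6.52-fold. *Tgm3* was 4.47-fold higher on the dorsal array, and *Tfrc* 2.24-fold higher on the abdominal than on the dorsal array.

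An array-wide property that any single array could have stays open for the number of candidate genes. The same rule gave 256 genes on the dorsal array, but 114 on the virgin array and 53 on the PP2 array. The dorsal array also differs in body site, so its count cannot decide. Of the 4 arrays, the abdominal one had the lowest 3′ to 5′ ratios for *Gapdh* (1.41) and β-actin (2.03). Their bearing on the number of candidate genes was not tested. Mammary gland tissue in the abdominal sample is argued against as the source, since the mammary gland list was not higher than on the dorsal array. Its median there was -0.45 (percentile 6.03), within the central 95% of random lists, and -0.12 with undetected genes at their bound. Against the virgin array the median was 0.74 (percentile 99.9), or 0.83 with the bound. Against the PP2 array it was 0.48 (percentile 94.6), or 0.41 with the bound. Of 7 milk protein genes, 2 were detected on the abdominal array. Of 8 detected mammary genes, 2, 2 and 1 were over 2-fold higher than on the virgin, PP2 and dorsal arrays and 0, 0 and 2 lower, and *Csn2*, the β-casein gene, had signals of 50.2 on the abdominal array and 105 on the dorsal array. Noise of single probe sets stays open: the 197 other detected probe sets of 89 candidate genes had a median of 0.43 as the mean log2 ratio against the other 3 arrays, above random draws (-0.0050 to 0.11) and between the values set for and against noise, 34 of them exceeded 1, and 102 candidate genes, 47 of the 49 hair genes among them, have no other detected probe set; the 2 such probe sets of hair genes had a median of 4.19, above random draws (-0.73 to 0.91).

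For the excess of genes higher than lower against the PP2 array, changes seen by single probe sets are one candidate explanation. The 2542 other detected probe sets of 1155 genes called higher had a median log2 ratio of 0.18, while 582 such probe sets of the genes called lower had -0.50. Loss of signal away from the 3′ end of transcripts on the PP2 array stays open. The *Gapdh* ratio goes with it, at 5.84 against 1.41 on the abdominal array. The β-actin ratio goes the same way by less, at 2.70 against 2.03, but was higher still on the dorsal array (4.14). The probe sets for 18S ribosomal RNA also go with it. The 5′ signal was below the 3′ signal on the PP2 array (256 and 1143) but above it on each other array (12257 and 5411 on the abdominal array). The test planned for it correlated the deviations of probe sets from their gene's mean between the abdominal over PP2 and virgin over dorsal ratios. Its value of -0.0268 was below the bound set beforehand for arguing against 3′ loss. It was set aside after its value was seen, on the *Gapdh* ratios alone. These differ by only 0.24 on the log2 scale between the virgin and dorsal arrays, compared with 2.05 between the PP2 and abdominal arrays. The β-actin ratios go against this ground. They were 2.64 and 4.14 on the virgin and dorsal arrays, but 2.70 and 2.03 on the PP2 and abdominal arrays. As *Gapdh* and β-actin disagree on how far the virgin and dorsal arrays differ, no conclusion is drawn from the test. The correlations of virgin over PP2 with abdominal over dorsal (-0.18) and of dorsal over PP2 with abdominal over virgin (-0.16), which 3′ loss alone would make positive, are set by the larger deviation that the abdominal and PP2 arrays share (mean square 0.133), so that they do not exclude it; an effect of PP2 itself on the dermis stays open and was not tested.

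The deviations of probe sets within their gene were larger for the abdominal and PP2 arrays taken against the virgin and dorsal arrays (mean square 0.133) than for the other pairings of the arrays (0.0983 for abdominal with dorsal and 0.0933 for abdominal with virgin). Probe sets with no gene listed made up 41.6% of those lower and 13.9% of those higher than on the virgin array, 43.0% and 9.69% against the dorsal array and 18.8% and 19.9% against the PP2 array, compared with 16.5% of all detected probe sets.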
